# A reference genome for *Nicotiana tabacum* enables map-based cloning of homeologous loci implicated in nitrogen utilization efficiency

**DOI:** 10.1186/s12864-017-3791-6

**Published:** 2017-06-19

**Authors:** K. D. Edwards, N. Fernandez-Pozo, K. Drake-Stowe, M. Humphry, A. D. Evans, A. Bombarely, F. Allen, R. Hurst, B. White, S. P. Kernodle, J. R. Bromley, J. P. Sanchez-Tamburrino, R. S. Lewis, L. A. Mueller

**Keywords:** Sequencing, *Nicotiana*, *Nicotiana tabacum*, tobacco, *Solanaceae*, Nitrogen use efficiency, Nitrogen utilization efficiency, *EGY1*, Map-based cloning, Polyploidy

## Abstract

**Background:**

Tobacco (*Nicotiana tabacum*) is an important plant model system that has played a key role in the early development of molecular plant biology. The tobacco genome is large and its characterisation challenging because it is an allotetraploid, likely arising from hybridisation between diploid *N. sylvestris* and *N. tomentosiformis* ancestors. A draft assembly was recently published for *N. tabacum*, but because of the aforementioned genome complexities it was of limited utility due to a high level of fragmentation.

**Results:**

Here we report an improved tobacco genome assembly, which, aided by the application of optical mapping, achieves an N_50_ size of 2.17 Mb and enables anchoring of 64% of the genome to pseudomolecules; a significant increase from the previous value of 19%. We use this assembly to identify two homeologous genes that explain the differentiation of the burley tobacco market class, with potential for greater understanding of Nitrogen Utilization Efficiency and Nitrogen Use Efficiency in plants; an important trait for future sustainability of agricultural production.

**Conclusions:**

Development of an improved genome assembly for *N. tabacum* enables what we believe to be the first successful map-based gene discovery for the species, and demonstrates the value of an improved assembly for future research in this model and commercially-important species.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3791-6) contains supplementary material, which is available to authorized users.

## Background

As the first plant to be adapted for tissue culture and among the first to be genetically engineered [1, 2], tobacco made two key contributions to molecular plant biology. More recently, potential applications in biopharmaceutical [3, 4] and biofuel [5] production have generated renewed interest in the species. Improved tobacco genomic resources are necessary to facilitate such applications, but genome size and complexity has slowed their development.

Polyploidisation has occurred during the evolutionary history of the majority of flowering plants, suggesting a possible role in conferring selective advantages [6]. Such events are highly prevalent in the *Nicotiana* genus [7], including the relatively young allotetraploid *N. tabacum* (2n = 4 × = 48), which arose less than 0.2 Ma ago through the hybridisation of the ancestral parents *N. sylvestris* (2n = 24; maternal S genome donor) and *N. tomentosiformis* (2n = 24; paternal T genome donor) [8–10].

Efforts such as the Tobacco Genome Initiative (TGI) provided sequence data for a low coverage of Bacterial Artificial Chromosomes (BACs) and active parts of the *N. tabacum* genome (Gene-space Sequence Reads [GSRs]), which allowed for genome-scale characterisation of gene families such as transcription factors [11]. Similarly, the TGI and other efforts generated Expressed Sequence Tags (ESTs), which provided insight into the gene content of *N. tabacum* and facilitated studies of gene expression in the species [12]. However, development of more complete genomic resources was constrained by the relatively high cost and low output of traditional sequencing methods. The emergence of Next Generation Sequencing (NGS) technologies over the past-decade (reviewed in [13]) has reduced these barriers and made sequencing efforts in species with complex genomes like *N. tabacum* more feasible.

The tobacco genome is estimated to be approximately 4.5Gb in size [7, 14, 15], which is smaller than the combined estimated sizes of the *N. sylvestris* and *N. tomentosiformis* genomes (2.6Gb and 2.7Gb respectively [14]). A low coverage of NGS data was sufficient to demonstrate that this reduction in size was due to the preferential loss of repetitive sequence from the T-genome of tobacco [16]. More recently draft genome sequences were made available for the species as well as its ancestral parents [15, 17], which represented a significant step forwards for research in the plant. Although the assemblies currently available for three different cultivars of *N. tabacum* [15] provide a reasonable level of coverage, their utility is limited by less than 20% of the genome being anchored onto pseudomolecules.

As with many other crop species, tobacco can be categorized into multiple market classes that are differentiated by area of cultivation, agronomy, harvesting and curing methodologies, as well as plant genetics. The burley market class is one of the major classes of tobacco, and is characterised by a high degree of chlorophyll deficiency that is most evident on the stems, stalks, and leaf mid-veins. This trait is conferred by a double homozygous recessive genotype at the *Yellow Burley 1* (*YB1*) and *Yellow Burley 2* (*YB2*) loci [18–20], which were recently mapped to locations on tobacco linkage groups 5 and 24 [21].

In addition to the chlorophyll deficiency, mutations at the *YB* loci have also been shown to confer changes to tobacco leaf chemistry [22], including increased alkaloid levels and leaf nitrate nitrogen (NO_3_-N) that together likely contribute to the higher level of Tobacco Specific Nitrosamine (TSNA) class of toxicants associated with these plants [23]. The *YB* loci also confer reduced Nitrogen Utilization Efficiency (NUtE) and Nitrogen Use Efficiency (NUE) [23], which is consistent with recommended Nitrogen fertilizer application rates being considerably higher for burley tobaccos (168 to 308 kg/ha [24]) compared to other tobacco classes, such as the Virginia market class (56 to 90 kg/ha [25]).

Improving uptake and utilisation of Nitrogen by plants represents a significant challenge for sustainable agricultural production in future, given needs to increase agricultural production to feed a growing world population in the face of increasing fertilizer costs and a need to reduce environmental externalities associated with agrochemical use [26]. Here we present an improved *de novo* genome assembly for *N. tabacum* and use it to map-based clone the *YB* loci, identifying a pair of homeologous genes that may have implications for understanding and improving NUtE and NUE in tobacco as well as other crop plants.

## Results and discussion

### An improved genome assembly for tobacco

In order to improve the genomic resources available for *N. tabacum* we have generated a new Next Generation Sequencing (NGS) assembly for the species (version Nitab4.5; Fig. 1). The assembly covers over 4Gb of non-N sequence (90% of predicted genome size; Table 1), which is an increase from 3.6Gb (81% of predicted genome size) in the previously published version [15]. Analysis of gene content coverage [27] showed lower levels of missing and fragmented sequences compared to the previously available tobacco genome assemblies (Fig. 2a), which together with the increased assembly size (Additional file 1) suggests that it provides more complete coverage of the tobacco genome. Furthermore, the low level of missed or fragmented single-copy orthologs in the *N. tabacum* assembly is comparable to, or lower than the level shown by the tomato and potato genome assemblies respectively (Fig. 2a), supporting the quality of this current genome assembly for tobacco. User-friendly access to the *N. tabacum* assembly is available via the Solanaceae Genomics Network (SGN [28]; https://solgenomics.net).

**Fig. 1:**
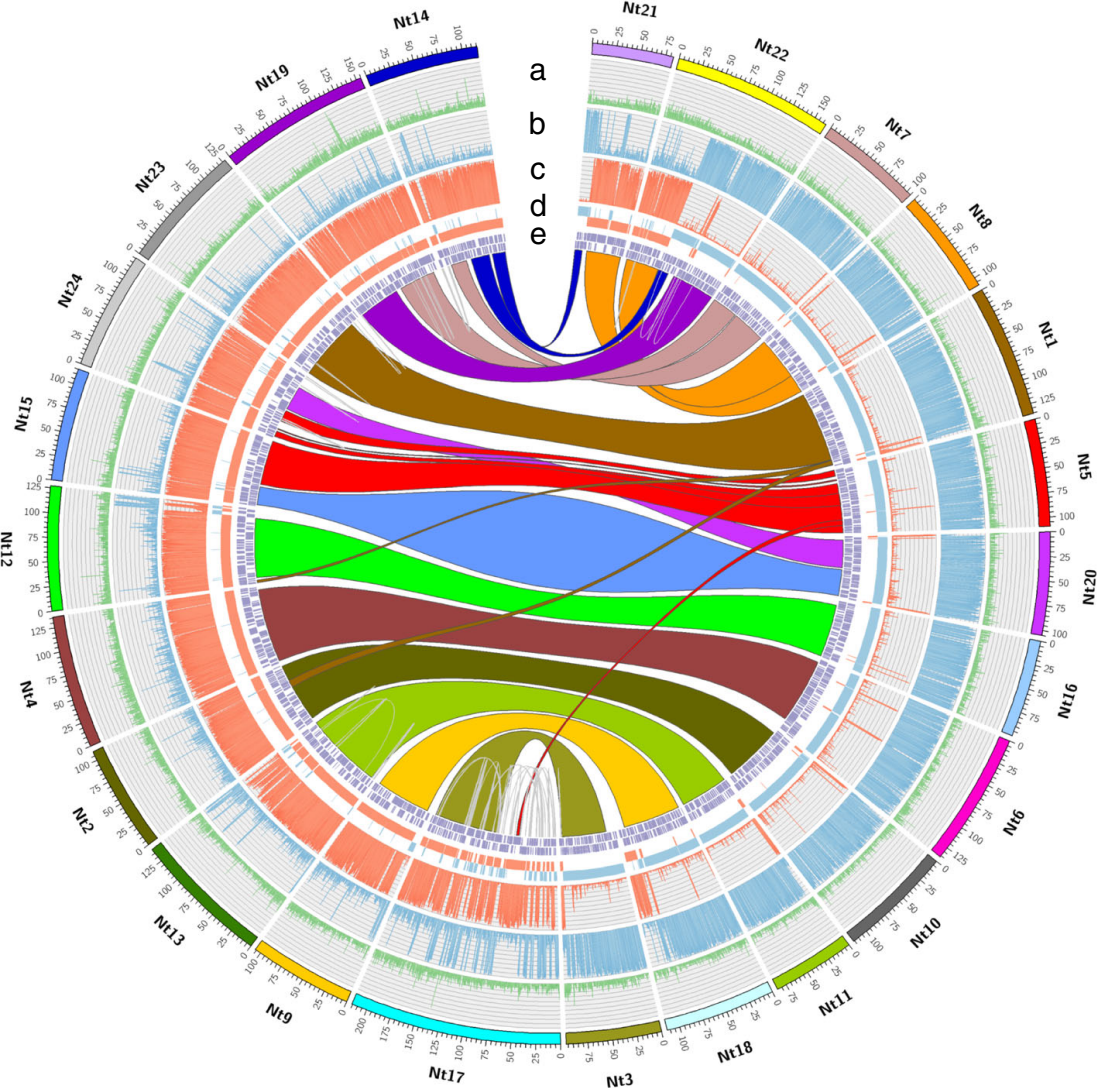
The tobacco genome. Circos plot showing the 24 pseudomolecules (Nt1–Nt24) generated by the tobacco genome assembly. With tracks for (**a**) gene density, (**b**) *N. sylvestris* sequence coverage, (**c**) *N. tomentosiformis* coverage, (**d**) regions of T- (*red bars*; *inner track*) or S- (*blue bars*; *outer track*) putative genome origin and (**e**) Physical super-scaffolds generated by hybrid assembly of NGS and optical map data anchored to the genetic map. Note that track e is split over two levels due to the density of the super-scaffolds visible at the displayed scale. Synteny between pseudomolecules is represented by *coloured linkers* across the centre of the plot. Tracks **a**, **b** and **c** represent density over 50 kb bins

**Table 1:** Tobacco Genome Assembly Statistics

	Nitab4.5 NGS assembly	S sub-genome	T sub-genome	BioNano Optical Map	Hybrid assembly	Pseudo-molecules
Number of contigs/scaffolds	1,084,432	386,863	228,210	3945	2217	24
Total length (Mb)	4695	2418	1859	3932	3688	2924
Total defined bases (Mb)	4049	1997	1544	–	–	1742
Max length (Mb)	5.99	2.21	5.99	9.04	13.67	216
N_50_ length (Mb)	0.28	0.21	0.66	1.33	2.17	116
Anchored sequence (Mb)	2924	715	1124			

Table showing assembly statistics for the different levels of the tobacco genome assembly. Statistics for the S and T sub-genomes are based on calling ancestral origin of Nitab4.5 NGS assembly following mapping of sequence reads from *N. sylvestris* and *N. tomentosiformis* [17]

**Fig. 2:**
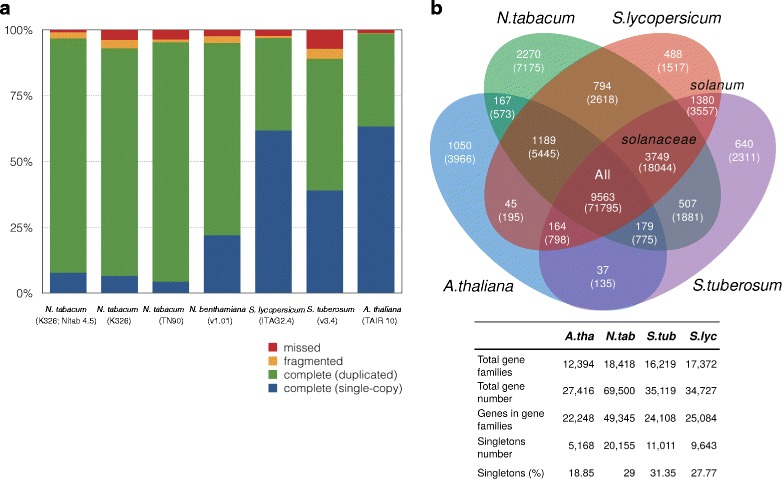
Tobacco Gene space (**a**) Analysis of completeness of the tobacco genome assembly versus other plant genome assemblies based on mapping of a set of universal single-copy orthologs using BUSCO [27]. Bar charts showing missing- (*red*), fragmented- (amber), complete duplicated- (*green*) and complete single-copy genes (*blue*) shown for the presented assembly (*N. tabacum* K326), along with the previously published *N. tabacum* assemblies for cultivars K326 and TN90 [15], *N. benthamiana* [66] tomato (ITAG2.4), potato (v3.4) and Arabidopsis (TAIR10). **b** Venn diagram showing the cross-over of gene families between tobacco (*N. tabacum*; *green*), tomato (*Solanum lycopersicum*; *red*), potato (*S. tuberosum*; *purple*) and Arabidopsis (*A. thaliana*; *blue*). Number of gene families is show for each intersection, with number of individual genes contained within each set shown below in parentheses. Table summarising the number of genes and gene families within each species

Genome annotation identified repeat families covering 67% of the assembly (Additional file 2), and predicted 69,500 genes with structures comparable to genes from other *Solanaceae* (Table 2). Gene family and Gene Ontology analysis also showed good cross-over with the related *Solanaceae* species tomato and potato, in addition to other flowering plants (Fig. 2b and Additional files 3 and 4).

**Table 2:** Comparison of gene numbers and structures across the *Solanaceae*

	Number of genes	Average length (bp)	Average number exons	Average exon length (bp)	Average intron length (bp)
*N. tabacum*	69,500	4581.12	4.79	230.26	918.56
*N. benthamiana*	59,814	5141.92	5.05	273.96	926.26
*N. sylvestris*	37,162	4424.26	4.71	306.37	802.04
*N. tomentosiformis*	36,509	4151.92	4.69	309.17	729.81
*S. lycopersicum*	34,763	3163.36	4.61	262.38	541.97
*N. tabacum/* *S. lycopersicum*	2	1.45	1.04	0.88	1.69

Table showing statistics for predicted gene models from *N. tabacum* assembly as well as other *Nicotiana* species and tomato (*S. lycopersicum*; iTAG v2.30). Data for other *Nicotiana* species based early access to the *N. benthamiana* v1.0.1 assembly and re-annotations of the *N. sylvestris* and *N. tomentosiformis* genomes [17] using Maker and the publicly available transcriptomic data provided by the *N. benthamiana* genome sequencing consortium

### Evolution of the tobacco genome

Mapping of sequence reads generated from *N. sylvestris* and *N. tomentosiformis* [17] covered more than 80% of the tobacco genome assembly, which allowed the ancestral origin of much of the sequence to be established (Fig. 3a). Mapping of reads from *N. otophora* [15], which has also been proposed as a potential paternal genome donor for *N. tabacum* [8–10, 15], only covered 22.9% of the genome assembly, and these reads showed a tendency to be located in the same regions as *N. tomentosformis* reads, which supports *N. tomentosiformis* as the paternal genome donor, given the higher level of genome coverage shown by this species. The parts of the genome assembly that were unmapped by either *N. sylvestris* or *N. tomentosiformis* reads (18.2% of the assembly; Fig. 3a) may partially be explained by introgressions from other *Nicotiana* species introduced during commercial breeding for disease resistance in modern cultivars. For example, *N. otophora* reads mapped to just over one tenth of the of the 18.2% of the genome that was not mapped by *N. sylvestris* or *N. tomentosiformis* reads, which supports the possibility that such parts of the genome may originate from other *Nicotiana* species. However, approximately 98% of the unmapped regions were located outside of gene space (Fig. 3b), which was significantly greater than might be expected relative to the whole assembly (*p* < 5 × 10^−16^ Chi-squared test) and may be due to lower selective pressures, resulting in more rapid divergence from the ancestral sequence in these regions.

**Fig. 3:**
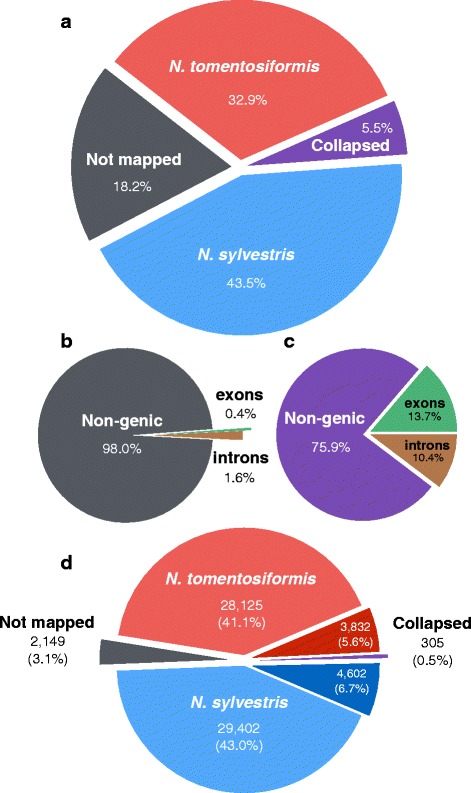
Ancestral origin of the tobacco genome (**a**) pie chart showing percentage of the tobacco genome assembly that is mapped by sequence reads from *N. tomentosiformis* (*red*) and *N. sylvestris* (*blue*), neither species (Not mapped; *grey*), or both species (Collapsed; *purple*). **b**, pie chart showing percentage of the Not mapped regions of the tobacco genome from (**a**) that are contained in Non-genic sequence (*grey*), exons (*green*), or introns (*orange*). **c**, pie chart showing percentage of the Collapsed regions of the tobacco genome from (**a**) that are contained in Non-genic sequence (*purple*), exons (*green*), or introns (*orange*). **d**, Number of genes (with percentage of total genes shown below in parentheses) that could be assigned to *N. tomentosiformis* (*red*) and *N. sylvestris* (*blue*) origin, or were not mapped (*grey*) or mapped by both species (Collapsed; *purple*) displayed. Genes in the collapsed set that could be putatively assigned to *N. tomentosiformis* (dark red), or *N. sylvestris* (*dark blue*) origin based on conserved sequence polymorphisms are also shown

Our results demonstrate a reduced contribution of *N. tomentosiformis* to the tobacco genome (Fig. 3a); consistent with the loss of repetitive sequence from the T-genome [16]. Interestingly, this reduction in repetitive sequence makes the T-genome of *N. tabacum* easier to assemble as demonstrated by assembly statistics for the two sub-genomes (Table 1).

Reads from both ancestral species mapped equally well to 5.5% of the assembly, suggesting potential collapse of the assembly at these locations, or sequence loss from one parental genome during the evolution of tobacco (Fig. 3a). Approximately 24% of this sequence was present in gene space (Fig. 3c); significantly higher than would be expected by chance (*p* < 5 × 10^−16^ Chi-squared test). Polymorphisms between the *N. sylvestris* and *N. tomentosiformis* sequences allowed the majority of these genes to be putatively assigned to an ancestral genome, supporting the suggestion that the homeologous gene from the other ancestral parent has been lost in these 8434 cases (Fig. 3d). This low level of putative gene loss is consistent with the high number of predicted genes identified (69,500) compared to other *Solanaceae*, and the combined total of predicted genes from the *N. sylvestris* and *N. tomentosiformis* genomes (73,671; Table 2). A low level of gene loss is also consistent with the relatively high number of duplicated copies of proposed single-copy orthologs identified in the tobacco genome assembly compared with other sequenced diploid plant species such as tomato, potato and Arabidopsis (Fig. 2a).

Unlike in the inter-genic sequence, our analysis showed no evidence for preferential loss of genes from either ancestral parent (Fig. 3d). 

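RNA-seq libraries were made from root, whole shoot and shoot apex of tobacco cv. K326, a cultivar of the Virginia market class, sampled from 8 week old plants kept in 18 h of light and 6 h of darkness. Each tissue was sampled at 4 time-points, counted in hours after dawn (ZT0, ZT6, ZT12 and ZT18), with 3 biological replicates, which gave 12 groups and 36 libraries. The authors mapped single reads of 100 bases to the predicted gene models and estimated expression with RSEM, which shares a read that fits several models between them. For each of the 69500 gene models the deposited values are an expected count, which need not be a whole number, and TPM, which divides the expected count by the length of the model and scales each library to the same sum. The total expected count per library ranged from 4125090 to 21265992 with a median of 12649542. The median was 12764746 in root (4787850 to 20000601), 11798978 in shoot (4125090 to 19975710) and 14261434 in shoot apex (10608197 to 21265992). The effective length given for each model equals its full length, so no correction for fragment length enters the TPM. A table of all libraries that is named for TPM holds the expected counts, with a largest difference of 0.0 from the expected counts of the single libraries, and was used as counts. For tests between tissues and time-points, expected counts were rounded to whole numbers, normalised by edgeR's TMM method and fitted with its quasi-likelihood test over the 12 groups, for the 44594 gene models kept by its default filter. The paper's text does not name a test for differential expression.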

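With TPM of at least 1 required in each of the 3 replicates of a time-point, 42943 gene models were expressed in at least 1 tissue, 61.8% of all gene models, and 32628 in all 3 tissues. Expression was found for 38923 gene models in root, 37346 in shoot and 37186 in shoot apex. In root alone 3410 gene models were expressed, against 656 in shoot alone and 993 in shoot apex alone. The order of the last pair was reversed without the 5 libraries listed in Additional file 5 with under 25% of reads mapped, with 828 in shoot alone and 621 in shoot apex alone. These libraries are of root and shoot, and the replicates left decided, so fewer were asked for there. Calls in root and in shoot could then only rise, and the number in shoot apex alone could only fall. Whether the libraries or the looser rule reversed the order cannot be told apart. A further 1691 were shared by root and shoot alone, 1194 by root and shoot apex alone and 2371 by shoot and shoot apex alone. A threshold places a gene model in a tissue without regard to the spread between replicates, so the gene models expressed in a single tissue were also tested, on the same libraries from which they were chosen. Of those found in root alone, 2672 were higher in root than in both other tissues (adjusted p under 0.05 in both comparisons, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The same held for 400 of those found in shoot alone and 696 of those found in shoot apex alone. Tissue labels were also permuted within time-points and the gene models chosen again. Of 40 splits, the real one included, 2 gave as many for shoot apex, and 1, the real one, for root and for shoot. The other split gave 1818 for shoot apex. Permuted labels are interchangeable, so with shoot and shoot apex exchanged that split would give 1818 for shoot, above 400. The counts of shoot and shoot apex are therefore not set apart from chance, while the 2672 of root exceeds 1818. Of the alternatives, the largest rise in the number expressed in at least 1 tissue, to 50665, came when the threshold of 1 was set on the table of all libraries, which holds expected counts.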

Transcriptomic analysis of three different tissues showed evidence of expression for a majority of predicted genes (50,665), with 42,487 expressed in all conditions (Additional file 5). This suggests that, in the majority of cases, both T- and S-genome copies of homeologous genes have not only been maintained, but are also expressed. 

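Expression was spread over most of the groups rather than held by a few. Of the gene models expressed in at least 1 tissue, 30844 (71.8%) had a mean TPM of at least 1 in all 12 groups of tissue and time-point. The mean TPM over all libraries had a median of 9.46 across these gene models, with quartiles of 3.76 and 20.8. At the other end, 9780 gene models had an expected count of 0 in every library. Being expressed in all 3 tissues did not mean being expressed equally. Between shoot and root, 25225 of the tested gene models differed (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 11426 were higher in shoot and 13799 lower. Between shoot apex and root 29800 gene models differed, 13803 higher in shoot apex and 15997 lower. Between shoot apex and shoot 24900 differed, 11675 higher in shoot apex and 13225 lower. The ancestral origin of each gene model is not used here, so these counts are not divided into T- and S-genome copies, and RSEM's sharing of reads between near-identical homeologs enters each of them. From the number of predicted genes with evidence of expression, the paper proposes that in most cases the copies of homeologous genes from both ancestral genomes are kept and also expressed.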

Our previous research of transcriptomic data showed limited evidence for neo-functionalisation in *N. tabacum* [29]. This indicates that a high level of redundancy is present between *N. tabacum* genes, and suggests that this species may be too young in evolutionary terms for mechanisms such as gene-loss or neo-functionalisation to have contributed broadly to the shape of the tobacco genome through natural- and domestication-based selective pressures. Consistent with this, the *N. benthamiana* genome, which has had a longer period of time since the polyploidization event that formed the species for mechanisms such as gene loss to occur [30], shows a higher number of single-copy genes compared to *N. tabacum* (Fig. 2a).

### Organisation of the tobacco genome

Whole genome physical maps have been shown to provide invaluable frameworks for scaffolding NGS assemblies [31]. Using a BioNano Genomics optical map for tobacco we were able to consolidate 3.7Gb of the assembly onto 2217 scaffolds with an N_50_ size of 2.17 Mb; nearly an 8-fold increase from the 0.28 Mb N_50_ size of the NGS assembly alone (Table 1). This facilitated anchoring of approximately 64% (2.9 Gb) of the tobacco genome into pseudomolecules based on their locations on a high-density consensus genetic map (Table 1 and Fig. 1). The 24 pseudomolecules represented the diploid number of chromosomes of *N. tabacum* and, with the exception of Chromosome Nt17, showed good separation based upon T- and S-origins (Fig. 1d). The results of Chromosome Nt17 may be due to varying introgressions or lineage specific chromosomal rearrangements [32] in this group.

Based on synteny, seven pairs of homeologous chromosomes could be clearly identified (Fig. 1). Chromosomes Nt5, Nt15, Nt20 and Nt24 exhibited more complex relationships, which indicated that further rearrangements may have occurred between chromosomes of the *N. sylvestris* and *N. tomentosiformis* genomes, either before or after the formation of *N. tabacum* (Fig. 1). Additional intra-genome rearrangements appear to have occurred based upon synteny between Nt7 and both Nt19 and Nt14, which also exhibit synteny with regions of *N. sylvestris* origin on Nt21 and Nt22 (Fig. 1). However, both Nt21 and Nt22 appear to contain large blocks of sequence of *N. tomentosiformis* origin, which exhibit synteny with chromosome Nt8 of *N. sylvestris* origin, suggesting that an inter-genome rearrangement has occurred between these set of chromosomes (Fig. 1). A further rearrangement is indicated at the end of Nt18, which exhibits a block of *N. tomentosiformis* sequence in a chromosome of predominantly *N. sylvestris* origin, and a small cross over in the opposite direction at the end of Nt9, which is supported by previous results [15], suggesting a reciprocal cross-over between these chromosomes (Fig. 1). These observations are consistent with the proposed number of inter-genome recombinant chromosomes present in cultivated tobacco based on previous genomic *in situ* hybridisation (GISH) analysis [32].

### Genetic differentiation of burley tobacco

Tobacco can be categorized into multiple market classes. The K326 cultivar sequenced in this study is of the Virginia market class, the widest-grown class. Varieties of burley market class tobacco exhibit a strong chlorophyll deficient phenotype (Fig. 4a), known to be conferred by a double homozygous recessive genotype at the *YB1* and *YB2* loci [18–20], which have also been associated with other plant physiology and leaf chemistry traits [22]. The *yb1 yb2* genotype was recently shown to cause reduced nitrogen utilization efficiency, and increase levels of alkaloids and leaf nitrate (NO_3_-N) [23], likely contributing factors to higher levels of carcinogenic TSNA compounds typically found in this market class [23].

**Fig. 4:**
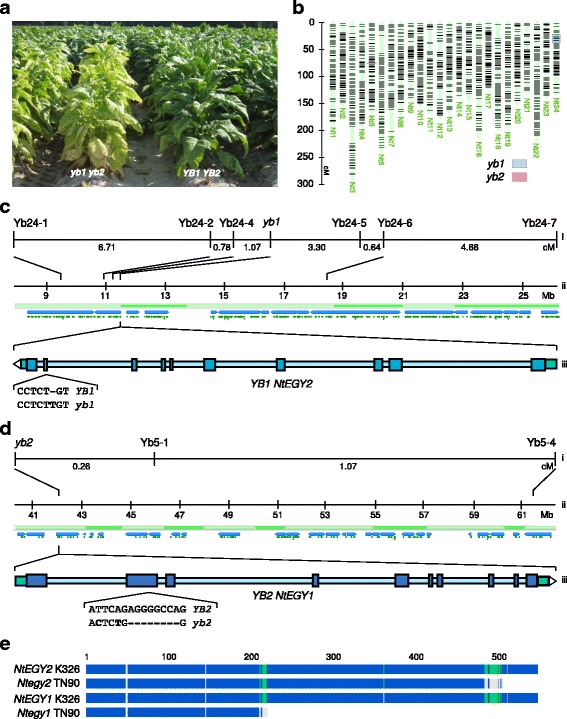
Map-based cloning of the *yb* mutant genes *NtEGY1* and *NtEGY2*. **a** picture showing yellow, chlorotic phenotype of *yb1 yb2* genotype NIL (*left*) versus wild type *YB1 YB2* parent (*right*) in one of the lines used in mapping of *yb* loci (Cultivar SC58). **b**, High density genetic map for tobacco (*N. tabacum* 30 k Infinium HD consensus map 2015; https://solgenomics.net/cview/map.pl?map_version_id=178) showing location of SNP markers linked to *yb1* (*blue box*) on *Nt24* and *yb2* (*red box*) on *Nt5*. Mapping of *yb1* (**c**) and *yb2* (**d**) loci showing position of SNP markers linked to the loci on (i) genetic and (ii) physical maps. Physical map shows position of super-scaffolds (*alternating light and dark green bars*) and underlying sequence scaffolds/contigs (*blue bars*), as well as genes (*green triangles*). Position of *NtEGY1* and *NtEGY2* in physical map shown (iii) with schematic representation of exons (*wide dark blue boxes*), introns (*narrow light blue bar*) and 5’ and 3’ UTRs (*intermediate blue boxes*), with direction of gene indicated by *white arrow-head* at 3’end. Sequence polymorphisms between wild type and mutant alleles indicated, showing single base insertion in exon 9 of *NtEGY2* (**c**) and 8 bp deletion in exon 2 of *NtEGY1* (**d**). **e**, protein alignment based on predicted sequence translated from cDNA of NtEGY1 and NtEGY2 from *YB1 YB2* genotype K326 and *yb1 yb2* genotype TN90 cultivars, showing truncated proteins produced from the TN90 alleles of the genes. *Coloured regions* of alignment indicate sequence identity between the four proteins (*dark blue* 100%, *green* 60–80%, and *grey* <60%)

A combination of high levels of redundancy between genes in such a large and complex genome, together with a historical absence of molecular markers and genomic resources, has made identification and subsequent mapping of interesting mutants a very difficult prospect in tobacco. However, having anchored 64% of the genome assembly to chromosomal locations, a possibility now exists to apply map-based gene discovery approaches in the species.

### Map-based cloning of the *YB* loci

Genotypic analysis of three previously described pairs of nearly isogenic lines (NILs), differing from their respective parents at genomic regions carrying *YB1* and *YB2* loci, [23] resulted in the identification of two genomic regions that consistently distinguished the NILs from their isogenic parents (Fig. 4b). In agreement with previous mapping efforts [21], these loci were located on chromosomes Nt5 and Nt24, which were donated by *N. sylvestris* and *N. tomentosiformis,* respectively. Given the proposed ancestral origin of the *YB* loci [19], this suggested that *YB1* and *YB2* are represented by genes present on Nt24 and Nt5, respectively. To confirm linkage and support fine mapping of *yb1* and *yb2*, several markers across the two loci were assayed in two mapping populations designed to be homozygous recessive for one locus and segregating for the other. This located *yb1* to within a 4.37 centi-Morgan (cM) interval between SNP markers Yb24-4 and Yb24-5, and *yb2* within 0.26 cM of SNP marker Yb5-1 (Fig. 4c and d).

Earlier characterisation of the *yb* loci suggested that their genetic effects were manifested in the leaves rather than the root [33, 34], and it has been speculated that the difference may be related to chlorophyll synthesis; with lower levels of precursors and higher chlorophyllase activity shown in burley cultivars [35]. It could also be speculated that genes involved in nitrogen assimilation or transport might underlie the observed chlorophyll deficiency of burley tobacco plants, although previous analysis indicated few differences in gene expression in major nitrogen assimilation genes in burley tobacco [15]. Linking the genetic map to the genome assembly allowed the identification of genes in the vicinity of the two loci (Fig. 4c and d). Genes predicted to be associated with nitrogen assimilation, nitrogen use physiology, or chloroplast activities were prioritised for analysis and a comparison was made of their sequence from this study (variety K326; *YB1 YB2* genotype) to those from the previously sequenced *yb1 yb2* burley cultivar TN90 [15]. Homologs of *Arabidopsis thaliana ETHYLENE-DEPENDENT GRAVITROPISM-DEFICIENT AND YELLOW-GREEN 1* (*AtEGY1*) were identified as strong candidate genes (hereafter called *NtEGY1* and *NtEGY2*), as they contained sequence polymorphisms predicted to result in truncated proteins in the TN90 alleles (Fig. 4c, d and e).

Manual annotation of the gene models indicated a gap in the sequence of *NtEGY1*, which affected the end of Exon 1 and start of Exon 2. To fill in this gap and validate the predicted gene models and sequence polymorphisms, cDNA sequences were generated from RNA of the K326 and TN90 cultivars (Additional file 6). Predicted *NtEGY1* and *NtEGY2* proteins shared 97.98% identity, and both proteins showed strong alignment to *AtEGY1* (73.23 and 73.65% identity respectively) as well as with related proteins from other plant species, suggesting that these genes are members of the chloroplast-targeted MEROPS M50 family [36] (Additional file 7). This analysis also confirmed the ancestral origin of *NtEGY1* (*N. sylvestris*) and *NtEGY2* (*N. tomentosiformis*). Together with synteny between chromosomes Nt5 and Nt24 (Fig. 1a) this strongly suggested *NtEGY1* and *NtEGY2* to be homeologs.

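No table used here pairs *NtEGY1* or *NtEGY2* with a gene model, so the models were sought by comparing the means of the 12 groups with the bars drawn for each gene in Additional file 8. The rule fixed beforehand asked for a single gene model with all 12 mean TPM values within 10% of the bars, and on TPM 0 gene models met it for either gene. The same comparison on mean expected counts, made after the values had been seen, was met by 1 gene model for each gene. For *NtEGY1* this was Nitab4.5_0000613g0020.1, 1059 bases long, whose means lay within 2.79% of the bars, and for *NtEGY2* it was Nitab4.5_0000387g0010.1, 1608 bases long, within 3.57%. The next closest gene models were 33.4% and 25.3% away. Because the models were found through the bars, the pattern across tissues is part of how they were chosen and is not independent of them. The authors' counting could have split reads between these similar copies. Expression of *NtEGY1* was 4.35 ± 1.36 TPM in root, 11.9 ± 6.00 in shoot and 17.9 ± 2.42 in shoot apex, and that of *NtEGY2* was 5.65 ± 1.27, 13.3 ± 5.88 and 19.4 ± 4.29 TPM in the same order (mean ± SD, n = 12 libraries per tissue over the 4 time-points). For *NtEGY1* the log2 fold change was 1.65 between shoot and root (standard error 0.16, adjusted p = 6.17e-10) and 2.27 between shoot apex and root (standard error 0.16, adjusted p = 6.59e-13) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For *NtEGY2* it was 1.44 (standard error 0.10, adjusted p = 8.46e-13) and 1.94 (standard error 0.10, adjusted p = 9.18e-16) in the same edgeR test. Shoot apex exceeded shoot by less, with a log2 fold change of 0.62 for *NtEGY1* (adjusted p = 0.00137) and 0.50 for *NtEGY2* (adjusted p = 9.63e-05) in that edgeR test. With each replicate left out in turn, the log2 fold change between shoot and root stayed between 1.64 and 1.88 for *NtEGY1* and between 1.40 and 1.60 for *NtEGY2*. The alternative that moved it most was limma on log2(TPM + 1), with 1.11 and 0.94, and with a pseudocount of 0.1 limma gave 1.23 and 1.00.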

Consistent with *NtEGY1* and *NtEGY2* being homologs of the Arabidopsis gene *AtEGY1*, their expression patterns were similar to *AtEGY1*, with high expression levels in the shoot apex and leaves, and low levels in the root (Additional file 8). This expression pattern is also consistent with the *yb* phenotype being manifested from the leaf [33, 34]. 

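The difference in *NtEGY1* and *NtEGY2* between shoot and root was also tested on log2 TPM, with tissue labels permuted within time-points. The mean difference was 1.24 for *NtEGY1* (exact permutation test, two-sided p = 0.00315) and 1.00 for *NtEGY2* (exact permutation test, two-sided p = 0.0074). Between shoot apex and root every shoot apex library lay above every root library for both genes (exact permutation test, two-sided p = 1.25e-05 for each, the smallest these arrangements allow). Shoot apex exceeded shoot by 0.88 for *NtEGY1* (exact permutation test, two-sided p = 0.000875) and by 0.77 for *NtEGY2* (exact permutation test, two-sided p = 0.00374). Single libraries weigh on these values. The shoot library of ZT6 replicate 1 had 0.95 TPM of *NtEGY1* and 1.09 TPM of *NtEGY2*, below every root library. In it the 10 gene models with the highest counts took 36.6% of the total, and the TMM factor was 0.298. TPM is not corrected by that factor, so the low TPM there need not mean low expression of these 2 genes. This library is 1 of 5 for which Additional file 5 lists under 25% of reads as mapped. Without these 5 libraries, of which root ZT18 replicate 2 has a total expected count like that of the others, the differences were 1.57 and 1.26, and every remaining shoot library lay above every remaining root library for both genes (exact permutation test, two-sided p = 0.000139, the smallest these arrangements allow). Shoot apex then exceeded shoot by 0.44 (exact permutation test, two-sided p = 0.0024) and 0.39 (exact permutation test, two-sided p = 0.0127). The libraries also fall into 2 classes by the length of the gene models on which their counts lie, a split that is not one of tissue or time-point. In the 13 libraries with counts on longer models, shoot against root could be compared at 3 time-points and differed by 1.90 for *NtEGY1* and 1.65 for *NtEGY2* (exact permutation test, two-sided p = 0.0556 for each, the smallest that 3 shoot and 5 root libraries arranged in this way allow). In the other 23 libraries, ZT6 replicate 1 of shoot among them, the differences were 0.84 (exact permutation test, two-sided p = 0.226) and 0.93 (exact permutation test, two-sided p = 0.141), with medians of 12.3 against 4.38 TPM and 11.3 against 5.12 TPM. The result in the 23 libraries rests on ZT6 replicate 1 of shoot. Without it the differences were 1.30 (exact permutation test, two-sided p = 0.0111) and 1.36 (exact permutation test, two-sided p = 0.00278, the smallest possible). In the 13 libraries the test could not have reached 0.05, and each of the 3 shoot libraries lay above each of the 5 root libraries. Between shoot apex and root in the 23 libraries the difference held, with 1.94 for *NtEGY1* and 1.82 for *NtEGY2* (exact permutation test, two-sided p = 0.00347 for each, the smallest possible). Between shoot apex and shoot it was 1.10 and 0.90 in the 23 libraries, which include ZT6 replicate 1 of shoot (exact permutation test, two-sided p = 0.122 and p = 0.184), 0.63 and 0.46 without that library (exact permutation test, two-sided p = 0.0167 and p = 0.01), and 0.09 and 0.12 in the 13, where 3 shoot apex and 2 shoot libraries cannot give a p under 0.167 (exact permutation test, two-sided p = 0.667 and p = 0.333). With the class as a term in the edgeR fit over all libraries, a setting chosen after seeing the data, the log2 fold change between shoot apex and shoot was 0.62 for *NtEGY1* (adjusted p = 0.000389) and 0.49 for *NtEGY2* (adjusted p = 1.82e-05), and between shoot and root it was 1.60 (adjusted p = 2.51e-10) and 1.49 (adjusted p = 3.56e-14).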

*AtEGY1* encodes a membrane-bound, plastid-targeted, and ATP-independent metalloprotease site-2 protease that is required for development of thylakoid grana, a well-organized lamellae system, and accumulation of chlorophyll and chlorophyll a/b binding proteins in chloroplast membranes [36]. *Arabidopsis egy1* mutants exhibit a yellow-green plant phenotype [36, 37] similar to the observed chlorotic phenotype in *yb1 yb2* genotype tobacco plants (Fig. 4a). However, whereas in *Arabidopsis* this phenotype is visible throughout plant development, *yb1 yb2* double mutants are generally not distinguishable from wild-type individuals until about 40 days after germination. This is more similar to the phenotype shown in mutants for the tomato *EGY1*-like gene, *lutescent2* (*l2*), which results in an enhanced rate of chlorophyll loss in leaves and fruits as plants mature [38].

Genotypic markers specific to *NtEGY1* and *NtEGY2* alleles exhibited complete linkage with the chlorophyll-deficient phenotype in more than 1000 individuals from the mapping populations described above. Twelve additional white-stemmed burley cultivars tested also carried these alleles, while other market classes showed genotypes consistent with these genes underlying the *yb* phenotype and the differentiation of the burley market class (Additional file 9).

## Conclusions

Improving the tobacco genome assembly, and in particular increasing the anchorage of the tobacco genome to chromosomal locations from 19% [15] to 64%, has provided a genomic roadmap that will help serve acceleration of many aspects of tobacco and plant science research. Although further improvements to the assembly would be desirable, the current research represents a substantial step forward, with the benefits of optical mapping for improving the coherency of assemblies in such complex genomes being readily apparent. Using the assembly, we were able to map-based clone *NtEGY1* and *NtEGY2. * Mutations in these genes have been selected for during the domestication and breeding of an entire market class of tobacco. We believe that this represents the first reported instance of successful map-based cloning in tobacco, and indeed one of the few successful examples alongside wheat [39] of this approach being used in species with large polyploid genomes. The added complexity of mapping mutants in polyploid species - particularly highly redundant ones such as tobacco - is well demonstrated by the requirement for mutations in both homeologous genes *NtEGY1* and *NtEGY2* to uncover the recessive *yb* mutant phenotype. Modification of these genes could have implications for management of TSNA toxicants in tobacco, as well as for improving nitrogen utilization efficiency in plants and contributing towards more sustainable agricultural production.

## Methods

### Tobacco genome sequencing and assembly

#### Whole genome sequencing (WGS)

A whole genome shotgun sequencing approach was taken to sequence the tobacco genome. Genomic DNA was extracted from young leaves of 7 week old tobacco seedlings (var. K326; PI552505) using Qiagen DNeasy Plant Mini Kits (Qiagen, Hilden, Germany). Shotgun and Paired End Roche 454 data was generated using GS FLX Titanium and FLX+ chemistry (Roche 454, Branford, CT). Illumina Paired End (PE) and Mate Pair (MP) data was generated on a HiSeq 2000 (Illumina, San Diego, CA) at the DNA Sequencing unit of the Cornell University Core Laboratories Center according to manufacturer’s instructions. Additional file 10 summarises the data generated from each library type included in the assembly.

GS FLX Titanium data representing approximately 17× depth of the tobacco genome was assembled using gsAssembler v2.8 (Roche454, Branford, CT) using default settings with the exception of minimum identity and minimum overlap length being set to 97% and 100 bp respectively. This assembly was corrected for sequence errors, including homopolymers, by mapping the 300 bp Illumina PE sequence to the assembly, calling the SNPs, filtering them based on the read coverage and the allele frequency and applying the Perl script Vcf4FastaCorrection (available from https://github.com/aubombarely/GenoToolBox/blob/master/SeqTools/Vcf4FastaCorrection). The resulting WGS assembly contained 440,772 contigs/scaffolds and covered 4,145,428,719 bp (3,510,246,061 bp of which were defined), with an N_50_ of 334,966 bp.

#### Whole genome profiling (WGP)

In addition to the WGS approach, local assemblies were generated based on sequence tags from Whole Genome Profiling (WGP) of Bacterial Artificial Chromosomes (BACs) by KeyGene (Wageningen, Netherlands). Two libraries containing 150,528 BACs each were generated by Amplicon Express (Pullman, WA, USA) using *Hind*III or *Eco*RI, with average insert sizes of 115 kb and 135 kb respectively (representing approximately 8× coverage of the tobacco genome). A WGP map was generated from sequence reads at *Eco*RI and *Hind*III restriction sites as described previously [40] with the exception that Illumuina PE 100 bp reads were used in the analysis instead of single end reads. The WGP map was divided into 369,215 bins based on BAC overlaps, in which each bin represented a distinct part of a BAC contig or singleton BAC in the WGP assembly. 1,715,071,552 filtered unique read pairs were assigned to local bins and assembled using PHRAP into 9,499,445 contigs with an N_50_ length of 693 bp. Sequence contigs that were generated from different bins on the same WGP BAC contig were subsequently assembled into 3,989,136 contigs with an N_50_ length of 819 bp covering a total of 3.3Gb.

To align the WGS and WGP assemblies, BLAST searches of the WGP contigs were carried out against the WGS assembly. High Scoring Pairs (HSPs) identified were used to extend or fill gaps in the contigs/scaffolds from the WGS assembly where equal to or greater than 95% sequence similarity was shown over the HSPs and the gaps/extensions were less than 10 bp or less than 10% of the total length of WGP contigs. In cases where the same region of individual WGP contigs matched multiple WGS contigs/scaffolds, the best matching WGS contig/scaffold was selected based on highest HSP length coverage (where the ratio was greater than 0.6 compared to alternative matches and providing co-linearity of HSP order was preserved between the sequences). If multiple WGP contigs matched the same region of a WGS contig/scaffold and was flanking a gap, then the same criteria was used to select the matching sequence. In cases where multiple WGP contigs matched to the same WGS contig/scaffold and did not flank a gap, then the best matching local contig was selected based on the one showing highest HSP length coverage and shortest overhang. The remaining local contigs that did not meet these criteria were appended to the assembly resulting in an integrated NGS assembly with a total number of 1,093,289 contigs/scaffolds covering 4,675,833,176 bp (4,052,946,448 defined bp) with an N_50_ length of 268,762 bp.

### Scaffolding and gap-filling

The NGS assembly was further scaffolded using SSPACE [41] v2.2 (Baseclear, Leiden, Netherlands) with default parameters. Reads were mapped to the assembly using bowtie2 [42] v2.0.6 and reformatted into TAB format as input to SSPACE in the order of: 300 bp PE (Illumina, San Diego, CA), 2 k MP (Illumina), 2 k PE (454), 7 k PE (454), 8 k MP (Illumina, San Diego, CA), and 20 k PE (454). Gaps were filled in the subsequent assembly using Gapfiller [43] v1-10 (Baseclear, Leiden, Netherlands) with default parameters and the 300 bp PE Illumina reads, to produce the final NGS assembly (Nitab4.5). Gapfiller was set to run for 10 iterations, but was stopped after 8 as further iterations were not making any additional improvement to the assembly. All of the reads generated and used in the assembly process are available from the National Center for Biotechnology Information (NCBI) Short Read Archive (SRA), associated with study SRP100451. The final version of the NGS assembly is available from the SGN (https://solgenomics.net/). A version of the assembly is also available from the NCBI (https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA376174), following filtering of scaffolds shorter than 500 bp and according to NCBI requirements.

### Construction of genome maps using the Irys system for contig anchoring and scaffolding

Optical map generation and scaffolding was carried out by BioNano Genomics (BNG; San Diego, CA). High molecular weight (HMW) genomic DNA was isolated from tobacco leaves using the following protocol outline. 2.5 g of frozen young leaf tissue was fixed with 2% formaldehyde. After washing out the formaldehyde with isolation buffer, blending with a tissue homogenizer was performed. Triton-X treatment was used to release nuclei from the cells. The nuclei were purified on Percoll cushions, washed, and embedded into low melting point (LMP) agarose gel plugs at different dilutions. Finally, the DNA plugs were treated with a lysis buffer containing detergent and proteinase K. β-mercaptoethanol (BME) was used throughout the entire prep (through proteinase K treatment) to prevent oxidation. Gel plugs were treated with RNase, washed, melted, solubilized, and dialyzed. Resulting HMW DNA was fluorescently labelled with nickase Nt.BspQI using the IrysPrep kit. A total of 575 Gb of molecules (filtered by molecule length >150 kb) were collected on the Irys system, representing ~110X genome coverage with a molecule length N_50_ of 278 kb.

#### De novo assembly

The BNG genome maps were generated with RefAligner [44, 45] assembler (v3686) and assembly pipeline (v3728) using DNA molecules images from Irys (BioNano Genomics). With default pipeline parameters (optArguments_medium.xml), a draft genome assembly was generated and used as a reference to run the final assembly. This second assembly was used in hybrid scaffolding with the NGS assembly. 3945 genome maps were assembled with an N_50_ of 1.35 Mb spanning 4.01 Gb. Associated .bnx and .cmap files are available from the NCBI via BioProject PRJNA376174 (also available from https://submit.ncbi.nlm.nih.gov/ft/byid/GrjhypUE/K326_exp_refineFinal1_contigs.cmap and https://submit.ncbi.nlm.nih.gov/ft/byid/vyb7psJM/Molecules.bnx respectively).

### Hybrid scaffold generation

The hybrid scaffolding of BioNano genome maps and NGS contigs were carried out using BioNano‘s scaffolding pipeline NGM Hybrid Scaffold (NGM-HS) (version 3632) and alignment tool RefAligner [44, 45]. First, an *in silico* map of BspQI was generated from the NGS sequence contigs. Genome maps were aligned and merged with RefAligner using a threshold *P* value of 1 × 10^−10^, a minimum 50 kb alignment, and a minimum of 5 BspQI sites to create hybrid scaffolds [46]. The final set of hybrid scaffolds is 3.69 Gb in length and 2.17 Mb in genome map N_50_, representing an N_50_ improvement in contiguity of 7.75 fold. To maximize the sequence content in the hybrid scaffolds, the sequence contigs were aligned to the hybrid scaffolds using a less stringent threshold *P* value (1 × 10^−8^). Lastly, NGM-HS outputs an AGP and a FASTA, which are available to download from the SGN (ftp://ftp.sgn.cornell.edu/genomes/Nicotiana_tabacum/edwards_et_al_2017/).

### Anchoring to genetic map

Genetic markers from the *N.tabacum* 30 k Infinium HD consensus map 2015 (https://solgenomics.net/cview/map.pl?map_version_id=178) were mapped to the Nitab4.5 NGS assembly and translated to the hybrid assembly based on inclusion of Nitab4.5 scaffolds in the hybrid assembly super-scaffolds. Super-scaffolds were assigned to linkage groups on the genetic map, named according to Bindler et al. [47]. Absolute orientations of super-scaffolds could not be determined, so were arbitrarily assigned, and the sequences were linked together by 100 Ns to form Pseudo-molecules Nt1 to Nt24.

### Benchmarking of assembly

The completeness of the tobacco assembly was assessed based on the representation of a universal set of single-copy orthologs using BUSCO [27]. Genome sequences for previous *N. tabacum* assemblies and other plant species were analysed for comparison as indicated.

## Gene model prediction

Tobacco gene models were predicted using Maker v2.28 [48] with Augustus [49] and SNAP [50] for *Ab-initio* gene model prediction. Tomato gene cDNA from iTAG v2.30, a collection tobacco of RNA-seq libraries from several tissues and conditions, and a selection of *Solanaceae* proteins and tobacco unigenes [29] were used as gene evidence reference. Intron-exon statistics for tobacco and tomato (iTAG v2.40) genomes were calculated using custom Perl scripts and the gene model gff files downloaded from SGN.

Functional annotation of gene models was carried out using InterProScan v5.2–45 [51] and InterPro database v 45.0, as well as BLAST searches against TAIR 10 [52], SwissProt [53], and iTAG 2.40, to assign GO terms and functional descriptions. iTAK software version 1.2x64 (http://bioinfo.bti.cornell.edu/cgi-bin/itak/index.cgi) was used to identify and classify protein kinases and transcription factors among the tobacco genes.

Gene Ontology (GO) analysis for tobacco, tomato, potato and Arabidopsis was performed with GOProfiles [54] at level 2 for Biological Process, Molecular Function, and Cellular Component terms. The tobacco GO terms were obtained from the InterProScan analysis, potato from Solanaceae Genomics Resource (SGR; http://solanaceae.plantbiology.msu.edu/), tomato from the SGN, and the GO terms for Arabidopsis from TAIR (v 10).

A TobaccoCyc metabolic pathway annotation was performed using a custom Perl script to create the pathologic input files from the annotation results based on BLAST searches of SwissProt. The TobaccoCyc (v1.0) metabolic pathway database was created using Pathway-tools v17.5 [55].

Gene family analysis was carried out using default parameters (e-value 1e^−5^ and inflation 1.5) in OrthoMCL software v2.0.9 [56] with protein sequences (without splice variants) from *Zea mays*, *Oryza sativa*, *Vitis vinifera*, *Arabidopsis thaliana*, *Glycine max*, *Populus trichocarpa* and *Solanum tuberosum* downloaded from Phytozome [57] and from *Solanum lycopersicum* downloaded from SGN [28].

## Analysis of repeat families

Identification of repeat sequences was carried out using Repeatmasker v4.0.6 with a specific database of repeats from the tobacco genome generated with RepeatModeler, together with a combination of plant repeats from RepBase including the Arabidopsis thaliana and the dicots repeat databases. The repeats database for RepeatMasker, repeatmaskerlibraries-20150807, was downloaded from Repbase, at the Genetic Information Research Institute website (http://www.girinst.org/).

## Assigning of ancestral origin to sequences

Sequence reads from *N. sylvestris* and *N. tomentosiformis* as described by Sierro et al. [17] were obtained from the Sequence Read Archive (SRA; NCBI) and mapped to the assembly using bowtie2 [42] filtering the output to allow only 5 mismatches. Bedtools and custom perl scripts were used to count the nucleotides from the sections “*N. tomentosiformis”*, “*N. sylvestris”*, “Not mapped” and “Overlapped”. Genes were assigned ancestral origin if at least half their length was covered by sequence reads from one ancestor with at least double the coverage depth of the other ancestor. Genes not meeting these criteria but showing a higher coverage and at least 10 reads greater depth than the other ancestor were classified as putative. Nitab4.5 scaffolds were classified as originated from one ancestor when this ancestor mapped more than 50% of the scaffold and the other ancestor less than 10%.

## Synteny analysis

MCScanX software [58] was use to find syntenic blocks based on collinear genes. For representation Circos v0.68-1 [59] was used to display a simplification where large blocks of collinear genes were merged onto wide ribbons.

## RNA-seq analysis

RNA was extracted from root, whole shoot, and shoot apex tissues from 8 week old, long-day (18 l/6 days) tobacco plants (cv. K326), harvested at ZT0, 6, 12 and 18 using QIAzol followed by DNase treatment and clean up using Qiagen Plant RNeasy kits, according to manufacturer’s instructions. Library preparation of random primed cDNA-libraries using proprietary methods and sequencing was performed by GATC Biotech (Konstanz, Germany). Sequencing data was generated on Illumina HiSeq2000 instruments in 100 bp single read mode. For gene expression analysis, all reads were quality checked using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), trimmed for adapter sequences and poor quality bases (>Q30) using fastq-mcf (https://expressionanalysis.github.io/ea-utils/) with the following parameters *q = 30, l = 50* and *P = 30*. Reads were mapped against the predicted gene models and gene expression predicted using RSEM v1.2.7 [60]. 

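The deposited expected counts can be set beside the share of reads mapped to gene models that Additional file 5 lists for each library. In 31 libraries the listed share was at least 25% and lay between 35.49% and 42.9%. The other 5 libraries were root ZT6 replicate 1 (13.59%), root ZT6 replicate 2 (23.79%), shoot ZT6 replicate 1 (11.33%), shoot ZT18 replicate 2 (11.65%) and root ZT18 replicate 2 (3.53%). The total expected count was 4787850, 7447374, 4438627 and 4125090 in the first 4 of these. In root ZT18 replicate 2 it was 13332241, within the range of the 31 libraries. In shoot ZT6 replicate 1 the 10 gene models with the highest counts took 36.6% of the total, and in shoot ZT18 replicate 2 they took 12.2%, against 1.42% to 5.45% in the other 34 libraries. The TMM factor of shoot ZT6 replicate 1 was 0.298. As a measure of the length of the gene models counted, the inverse of model length in kilobases was averaged over the expected counts of each library, so that a high value stands for counts on short models. It was 1.89 in shoot ZT6 replicate 1 and 1.13 in shoot ZT18 replicate 2. In the other libraries it ran from 0.647 to 0.979, with the widest gap, 0.0576, between 0.706 and 0.763, and a next widest gap of 0.045. This gap put 13 libraries below it (6 of root, 3 of shoot and 4 of shoot apex) and 23 above it (6, 9 and 8), and 10 of the 12 groups held libraries of both kinds. The correlation of log2(TPM + 1) between a library and the replicates of its group averaged from 0.781 in shoot ZT6 replicate 1 to 0.948, with a median of 0.91 over the 36 libraries.

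**Figure D1:**
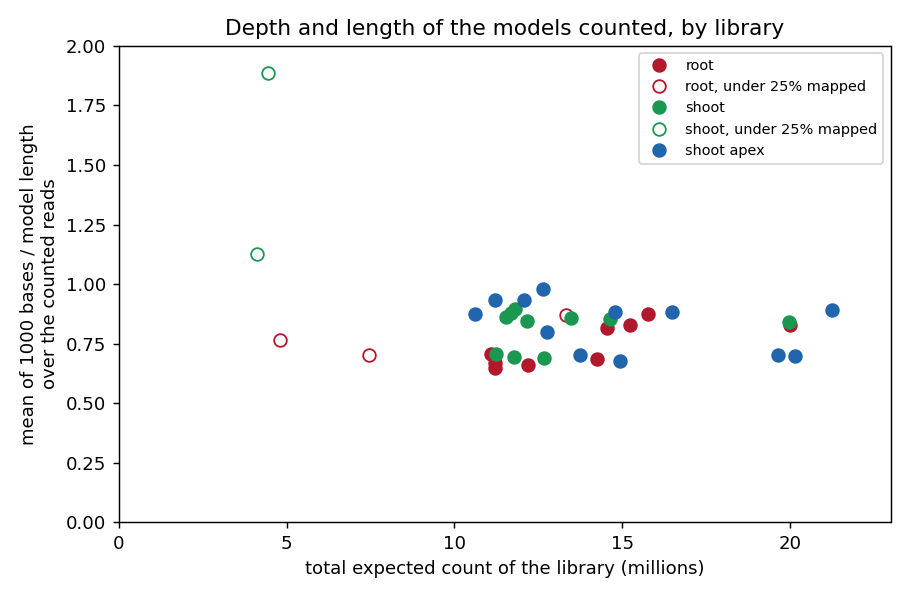
Total expected count of each library (horizontal axis) and the average inverse of model length, per kilobase, over its counts (vertical axis), 1 point per library, coloured by tissue and open where Additional file 5 lists under 25% of reads as mapped. The shoot libraries of ZT6 replicate 1 and ZT18 replicate 2 lie above 1, and the other 34 libraries lie between 0.647 and 0.979 at all depths.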

RNA-seq quality metrics are presented in Additional file 5. Genes were considered as expressed in a tissue if transcripts per million (TPM) was ≥1 in each of the three biological replicates for at least one time-point. 

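The count of expressed gene models moves with each part of this definition. With thresholds of 0.5, 2 and 5 TPM in place of 1, the number in at least 1 tissue was 45803, 39491 and 32685, and the number in all 3 tissues was 36083, 28186 and 19909. Asking for 2 of the 3 replicates gave 45627 and 35557, and asking for every time-point instead of at least 1 gave 37204 and 17944. The last of these is held down by shoot ZT6 replicate 1, in which 20769 gene models reached TPM of 1, against at least 35671 in each other library. With that library left out and every time-point still required, a setting chosen after seeing the data, the numbers were 37785 and 26604. An added minimum expected count of 10 in each replicate gave 40792 and 30703. Depth moved the counts little, as after thinning all libraries at random to the total of the smallest one they were 42887 and 32012. With the 5 libraries listed with under 25% of reads mapped left out they were 44109 and 33340, and could only rise, since fewer replicates were then asked for. The unit of the values matters because a single expected count on a gene model of 1089 bases, the median length of the gene models that reach an expected count of 1, is worth between 0.0485 and 0.251 TPM, depending on the library. A threshold of 1 set on expected counts therefore admits weaker signals, and 7723 gene models passed it that did not reach TPM of 1, while 1 gene model passed on TPM alone.

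**Figure D2:**
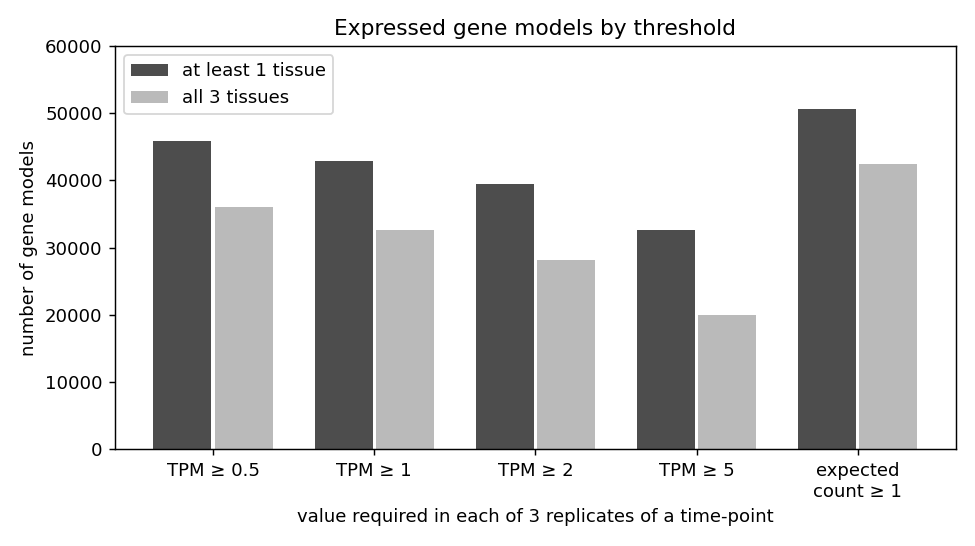
Number of gene models expressed in at least 1 tissue (dark bars) and in all 3 tissues (light bars) for 4 thresholds on TPM and for a threshold of 1 on expected counts (horizontal axis), each required in all 3 replicates of a time-point. The bars fall from 45803 to 32685 between TPM of 0.5 and 5 for at least 1 tissue.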

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) [61] (accession number GSE95717; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE95717).

## Map-based cloning of *yb1* and *yb2*

DNA was isolated from three previously described pairs of NILs carrying dominant or recessive alleles of the *YB1* and *YB2* loci (cultivars SC58, NC95, and Coker 1) [23] using a modified cetyltrimethylammonium bromide procedure [62]. DNA from these lines was genotyped with a custom 30 K Infinium iSelect HD BeadChip SNP chip (Illumina Inc., San Diego, CA) used in developing a high density genetic map (*N.tabacum* 30 k Infinium HD consensus map 2015; https://solgenomics.net/cview/map.pl?map_version_id=178). Genomic regions containing polymorphisms that differentiated the nearly isogenic lines were identified and corresponding SNP markers of interest were converted to Kompetitive Allele Specific PCR (KASP) markers [63] by LGC Genomics (Beverly, MA) (Additional file 11).

Doubled haploid DH lines BWDH8 (*yb1 YB2*) and BWDH16 (*YB1 yb2*) were produced by doubling of haploid plants according to Kasperbauer and Collins [64], generated from F_1_ hybrids of cultivars Ky14 (*yb1 yb2*) and K346 (*YB1 YB2*) pollinated by *N. africana*, according to Burk et al. [65]. For fine mapping of *yb1* and *yb2,* BC_1_F_1_ mapping populations were developed from F_1_ hybrids of these two DH lines crossed and then back-crossed to the homozygous *yb1 yb2* genotype burley tobacco breeding line NC1427-17. The two BC_1_F_1_ populations were expected to segregate at only one *yb* locus each, resulting in a 1:1 ratio for the yellow burley phenotype. Approximately 1000 of the BC_1_F_1_ progeny for each family were grown in a field at Clayton, NC, scored for the chlorophyll-deficient phenotype, and genotyped with KASP markers corresponding to SNPs found to be closely linked to either *YB* locus.

SNP markers found to be closely linked to the loci were aligned to the genome assembly and genes predicted to be involved in nitrogen assimilation, nitrogen use physiology, or chlorophyll maintenance were considered as potential candidates. Sequences for K326 (*YB1 YB2*) from this study and burley tobacco cultivar TN90 (*yb1 yb2*) from Sierro et al. [15] were investigated for polymorphisms in these candidate genes. Primers were designed to permit genotyping for polymorphisms of interest in *NtEGY1* and *NtEGY2* (Additional file 11) and tested in the previously described mapping populations to confirm linkage to the yellow burley phenotype.

## Isolation and cloning of *NtEGY1* and *NtEGY2* cDNA

RNA was extracted from leaf tissue of 6-week old plants of K326 and TN90 plants using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany). cDNA was synthesized using the SuperScript First-Strand Synthesis System for RT-PCR with oligo(dT) (Invitrogen, Carlsbad, CA). The coding regions of Yb candidate genes were amplified by PCR from first-strand cDNA from K326 and TN90 using the primers cYb-F and cYb-R (Additional file 11). Because few nucleotide differences existed between *NtEGY1* and *NtEGY2* at either the 5’ or 3’ ends, it was not possible to design primers specific to either homeolog. Bands were therefore excised from agarose gels and purified with the Monarch DNA Gel Extraction Kit (New England Biolabs, Ipswich, MA). Fragments were cloned into the pCR-Blunt vector using the Zero Blunt PCR Cloning Kit (Invitrogen, Carlsbad, CA) and transformed into NEB 5-alpha competent *E. coli* cells (New England Biolabs, Ipswich, MA). Sequencing of individual clones derived from each cultivar was carried out using vector primers. Sequences are available from NCBI (accession numbers KX507181- KX507184).

## Additional files

Additional file 1: Table showing assembly statistics for current genome assembly and previous publicly available release of tobacco genome. (PDF 259 kb)

Additional file 2: Table showing repeat families in *N. tabacum* genome. (PDF 241 kb)

Additional file 3: Gene family analysis of sequenced plant genomes. (PDF 455 kb)

Additional file 4: Bar charts and tables summarising functional annotation of tobacco gene models. (PDF 369 kb)

Additional file 5: Venn diagram showing numbers of tobacco gene models scored as expressed in root, shoot, and shoot apex samples. (PDF 420 kb)

Additional file 6: Alignment of cDNA sequence for *YB1* (*NtEGY2*) and *YB2* (*NtEGY1*) alleles from K326 and TN90 cultivars. (PDF 183 kb)

Additional file 7: Phylogenetic analysis of predicted protein sequences for *EGY1* homologs in various plant species. (PDF 303 kb)

Additional file 8: Expression pattern of EGY1 genes in tobacco and Arabidopsis. (PDF 234 kb)

Additional file 9: Table showing genotypic analysis of tobacco cultivars. (PDF 22 kb)

Additional file 10: Table summarising sequence data used in tobacco genome assembly. (PDF 289 kb)

Additional file 11: Tables summarising primer sequences used in cloning and genotyping analysis. (PDF 282 kb)

## Abbreviations

NGS: Next generation sequencing
NUE: Nitrogen use efficiency
NUtE: Nitrogen utilisation efficiency
SGN: Solanaceae genomics network
YB: Yellow burley

# Supplementary material for: A reference genome for Nicotiana tabacum enables map-based cloning of homeologous loci implicated in nitrogen utilization efficiency
**Source:** BMC Genomics. 2017 Jun 19;18:448. doi: 10.1186/s12864-017-3791-6
**Supplement:** Supplementary file 1 — Table showing assembly statistics for current genome assembly and previous publicly available release of tobacco genome.

# Supplementary Data 1 – Improvement of the tobacco genome assembly

|                                    | <i>N. tabacum</i> (cv. K326) from this study |                 | <i>N. tabacum</i> (cv. TN90) from Sierro <i>et al.</i> , 2014 |                 |
|------------------------------------|----------------------------------------------|-----------------|---------------------------------------------------------------|-----------------|
|                                    | NGS                                          | Super-Scaffolds | NGS                                                           | Super-Scaffolds |
| <b>Number of contigs/scaffolds</b> | 1084432                                      | 2217            | 829882                                                        | 382373          |
| <b>Total length (Mb)</b>           | 4695                                         | 3,688           | 3719                                                          | 3719            |
| <b>Defined bases (Mb)</b>          | 4049                                         |                 | 3613                                                          | 3613            |
| <b>N50 length (Mb)</b>             | 0.28                                         | 2.17            | -                                                             | 0.39            |
| <b>Anchored sequence</b>           | -                                            | 2924            | -                                                             | 706             |

Comparison of genome assembly presented with previously best publicly available genome assembly for the cultivar TN90 (Sierro *et al.*, 2014).

# Supplementary material for: A reference genome for Nicotiana tabacum enables map-based cloning of homeologous loci implicated in nitrogen utilization efficiency
**Source:** BMC Genomics. 2017 Jun 19;18:448. doi: 10.1186/s12864-017-3791-6
**Supplement:** Supplementary file 3 — Gene family analysis of sequenced plant genomes.

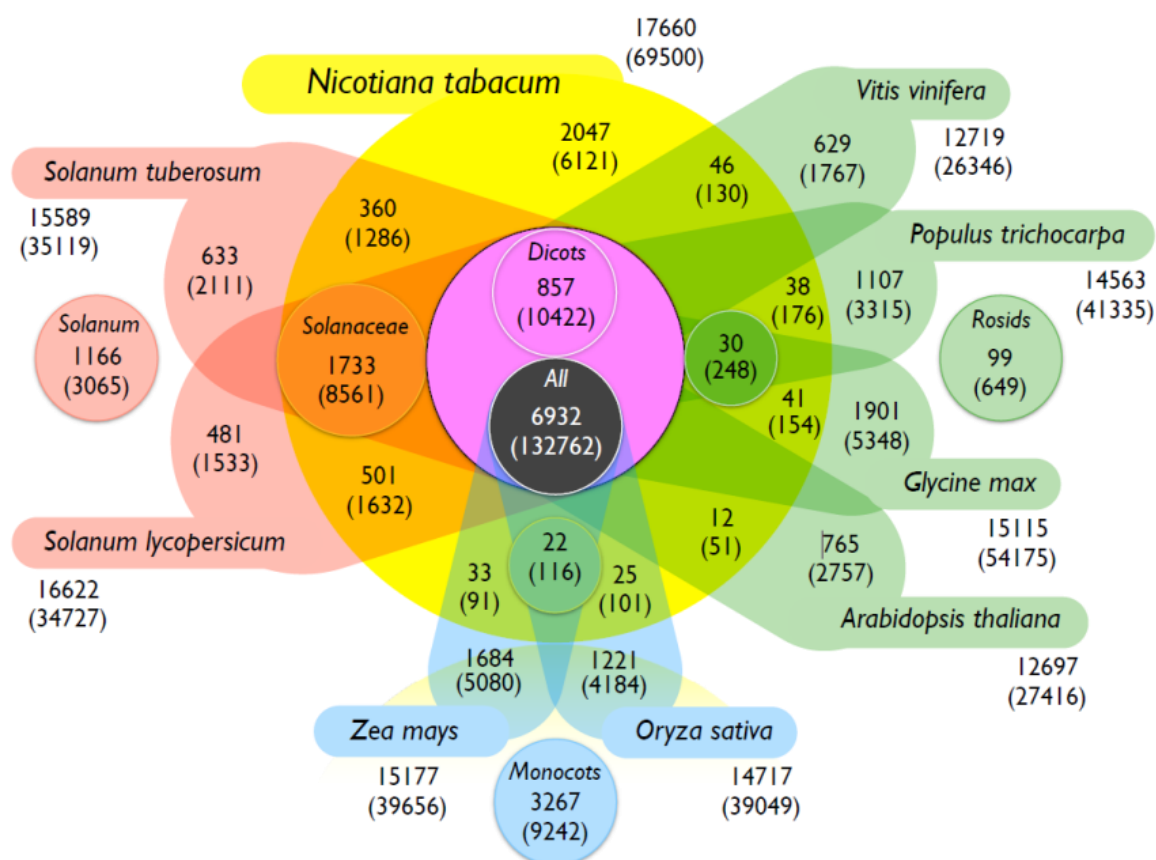

### Supplementary Data 3 - Venn diagram of sequenced plant gene families

Venn diagram comparison of gene families between tobacco (yellow), the *Solanum* (potato [*S. tuberosum*] and tomato [*S. lycopersicum*]; red), rosids (grape vine [*Vitis vinifera*], poplar [*Populus trichocarpa*], soybean [*Glycine max*] and *Arabidopsis thaliana*; green) and monocotyledons (rice [*Oryza sativa*] and maize [*Zea mays*]; blue). Number of gene families in each cross over stated, with the total number of genes in these families shown in parentheses.

# Supplementary material for: A reference genome for Nicotiana tabacum enables map-based cloning of homeologous loci implicated in nitrogen utilization efficiency
**Source:** BMC Genomics. 2017 Jun 19;18:448. doi: 10.1186/s12864-017-3791-6
**Supplement:** Supplementary file 4 — Bar charts and tables summarising functional annotation of tobacco gene models.

# Gene Ontology Terms

## Biological Process: level 2

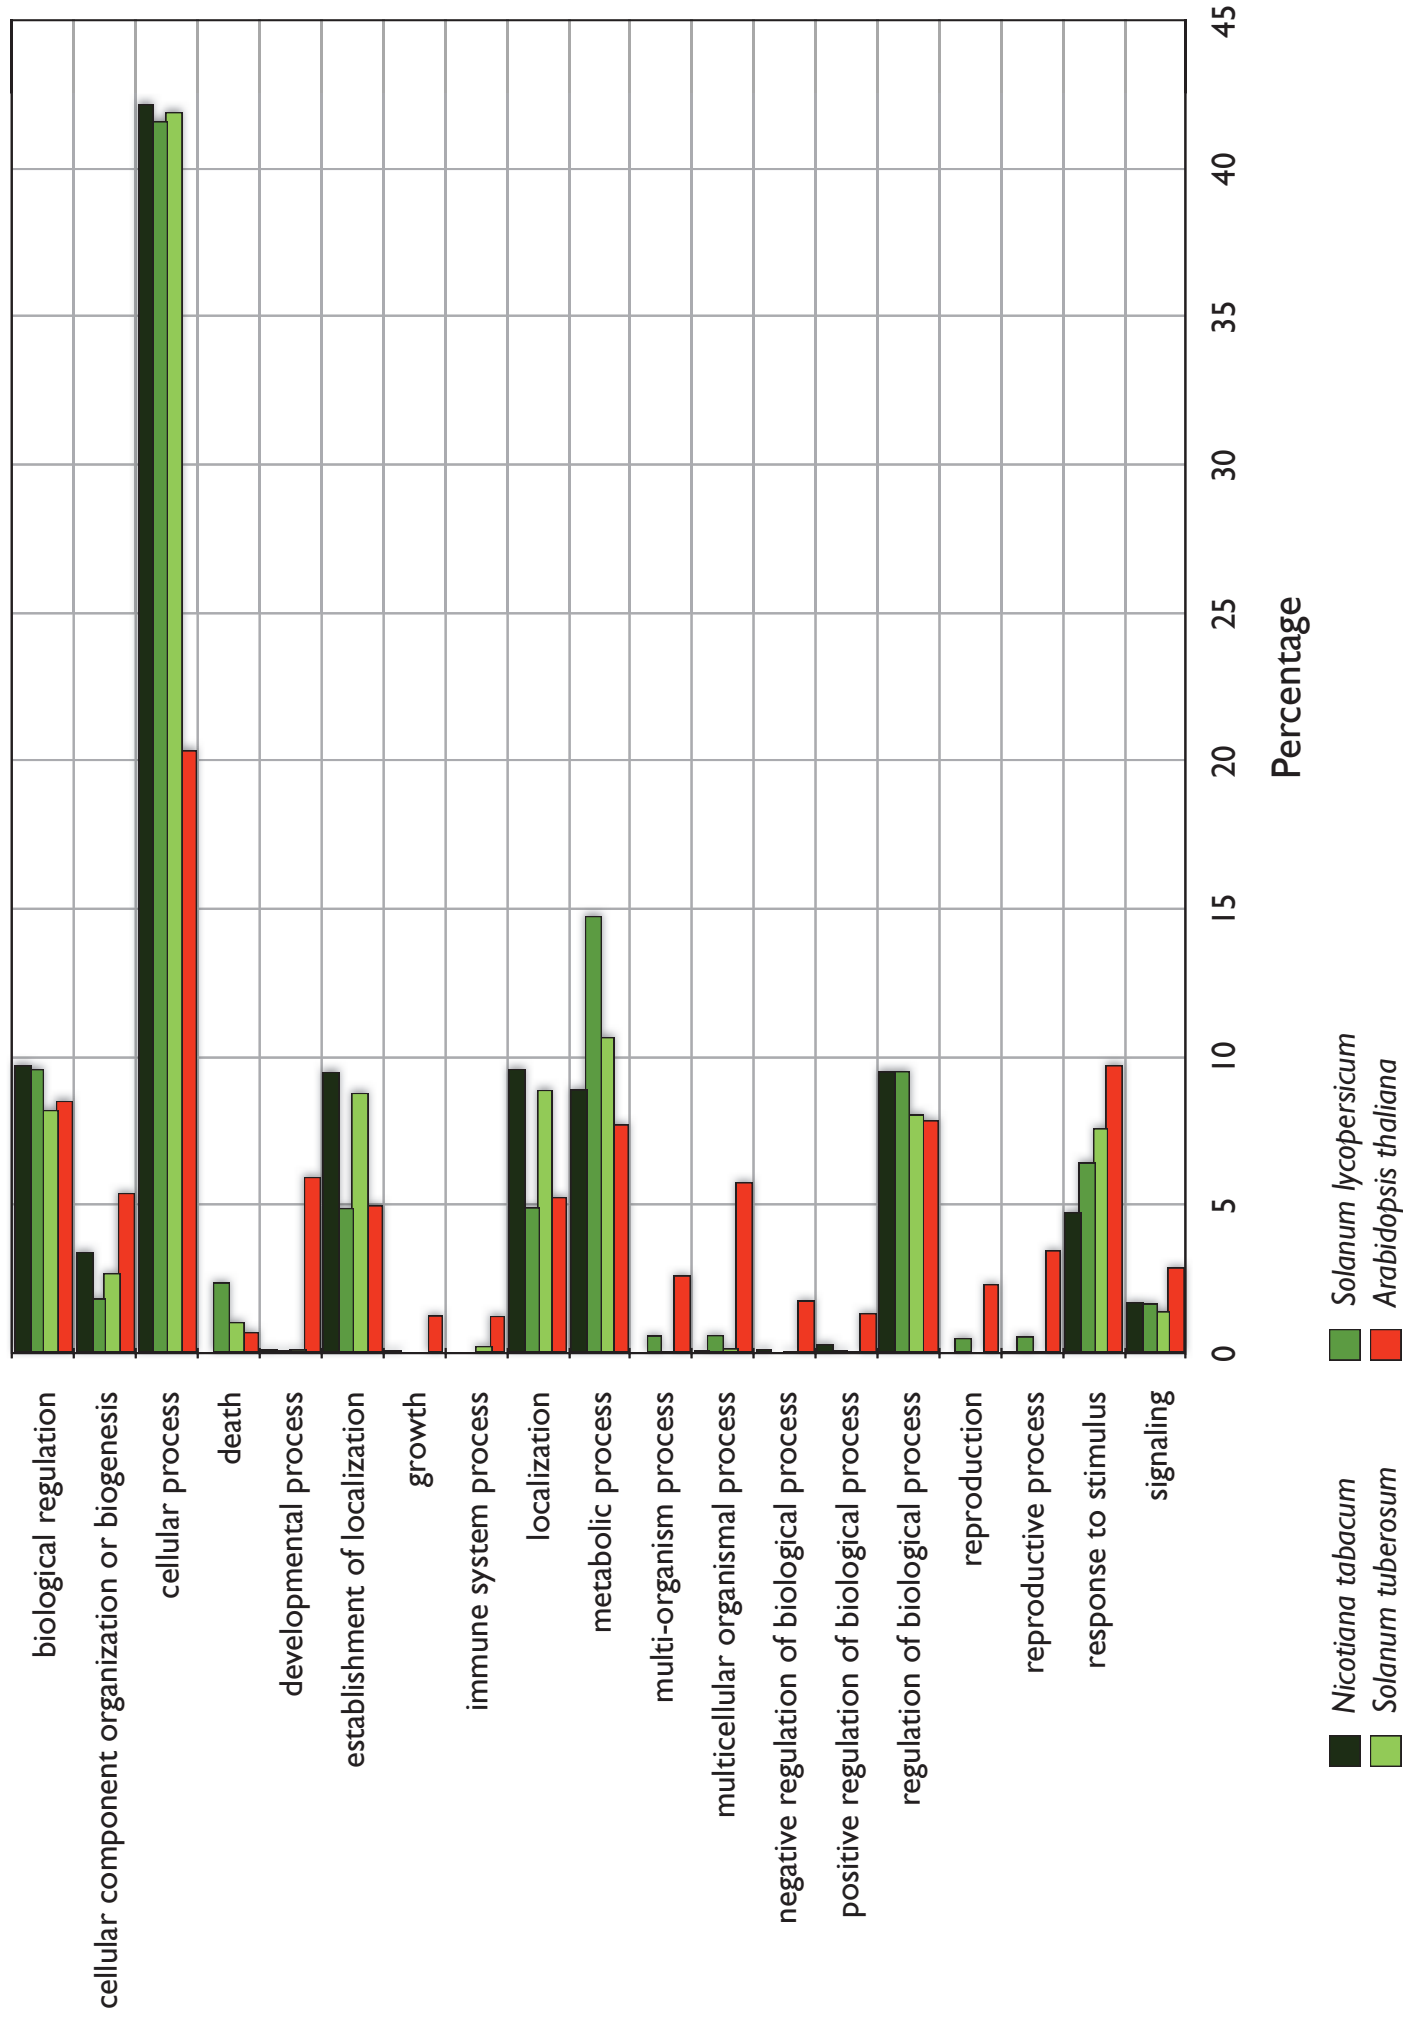

Nicotiana tabacum

Solanum tuberosum

Solanum lycopersicum

Arabidopsis thaliana

Cellular Component: level 2

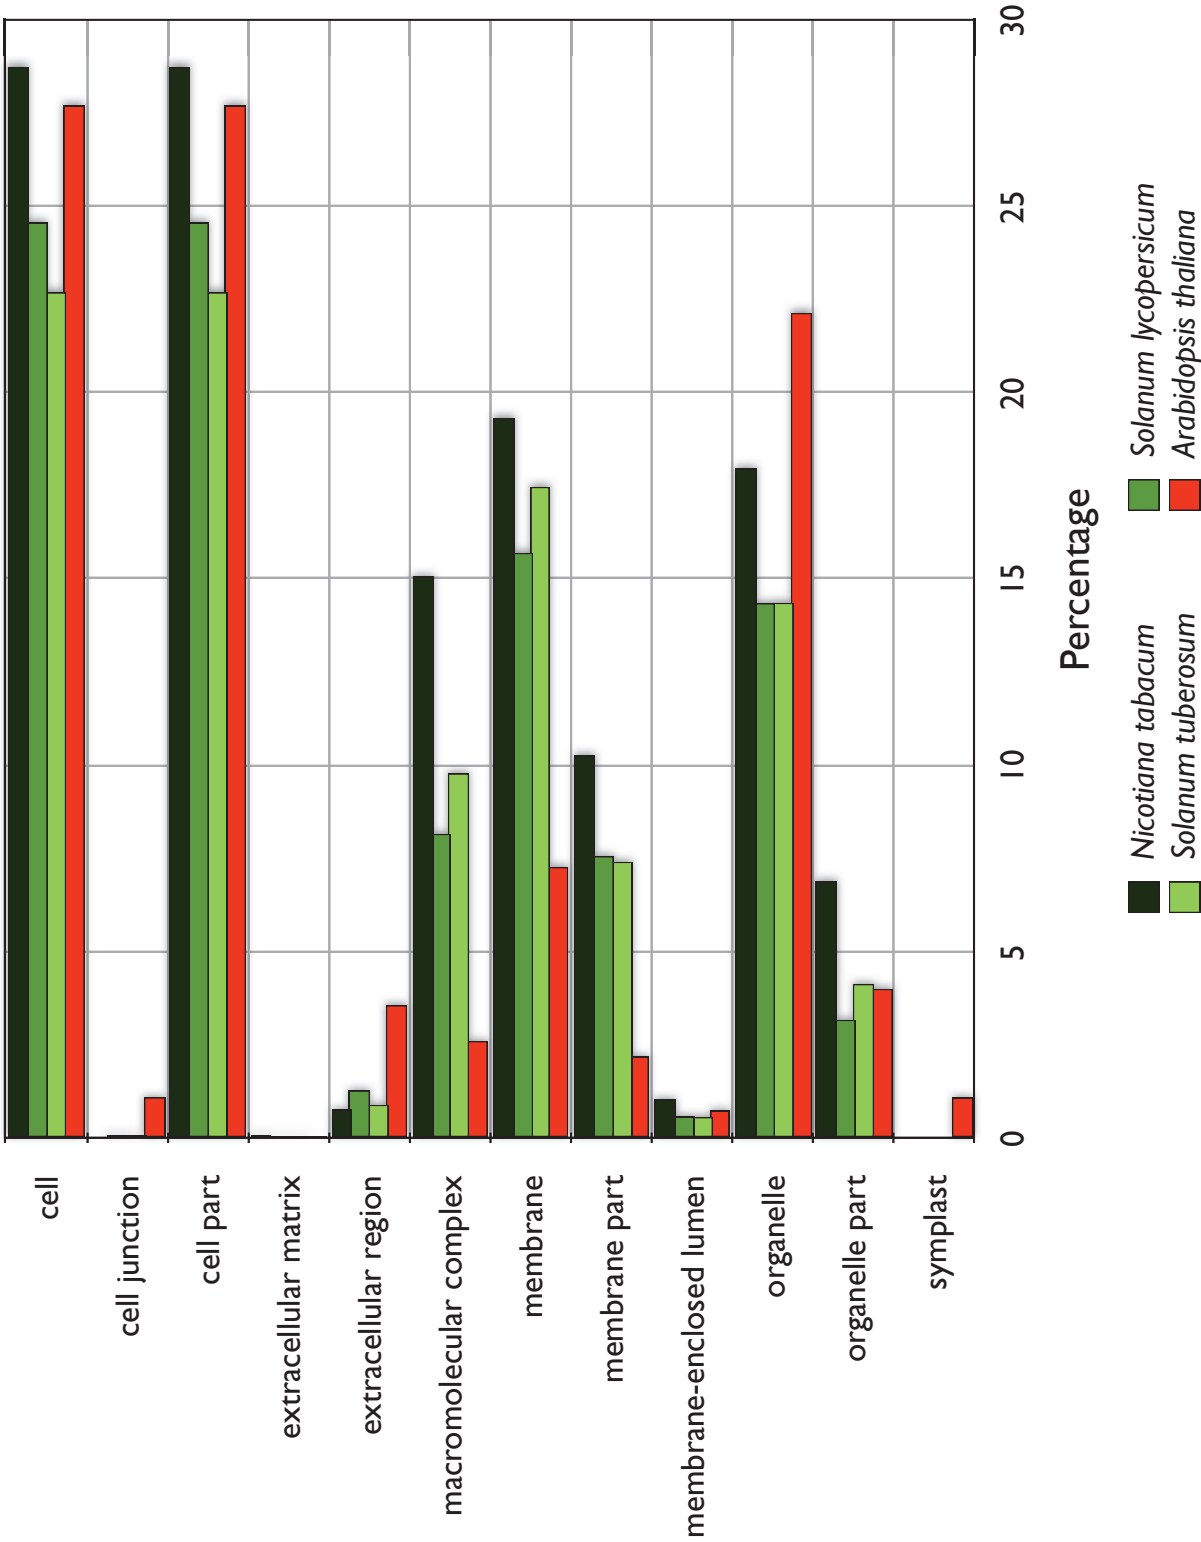

Gene Ontology Terms

Cellular Component: level 2

Nicotiana tabacum

Solanum lycopersicum

Solanum tuberosum

Arabidopsis thaliana

Gene Ontology Terms

Molecular Function: level 2

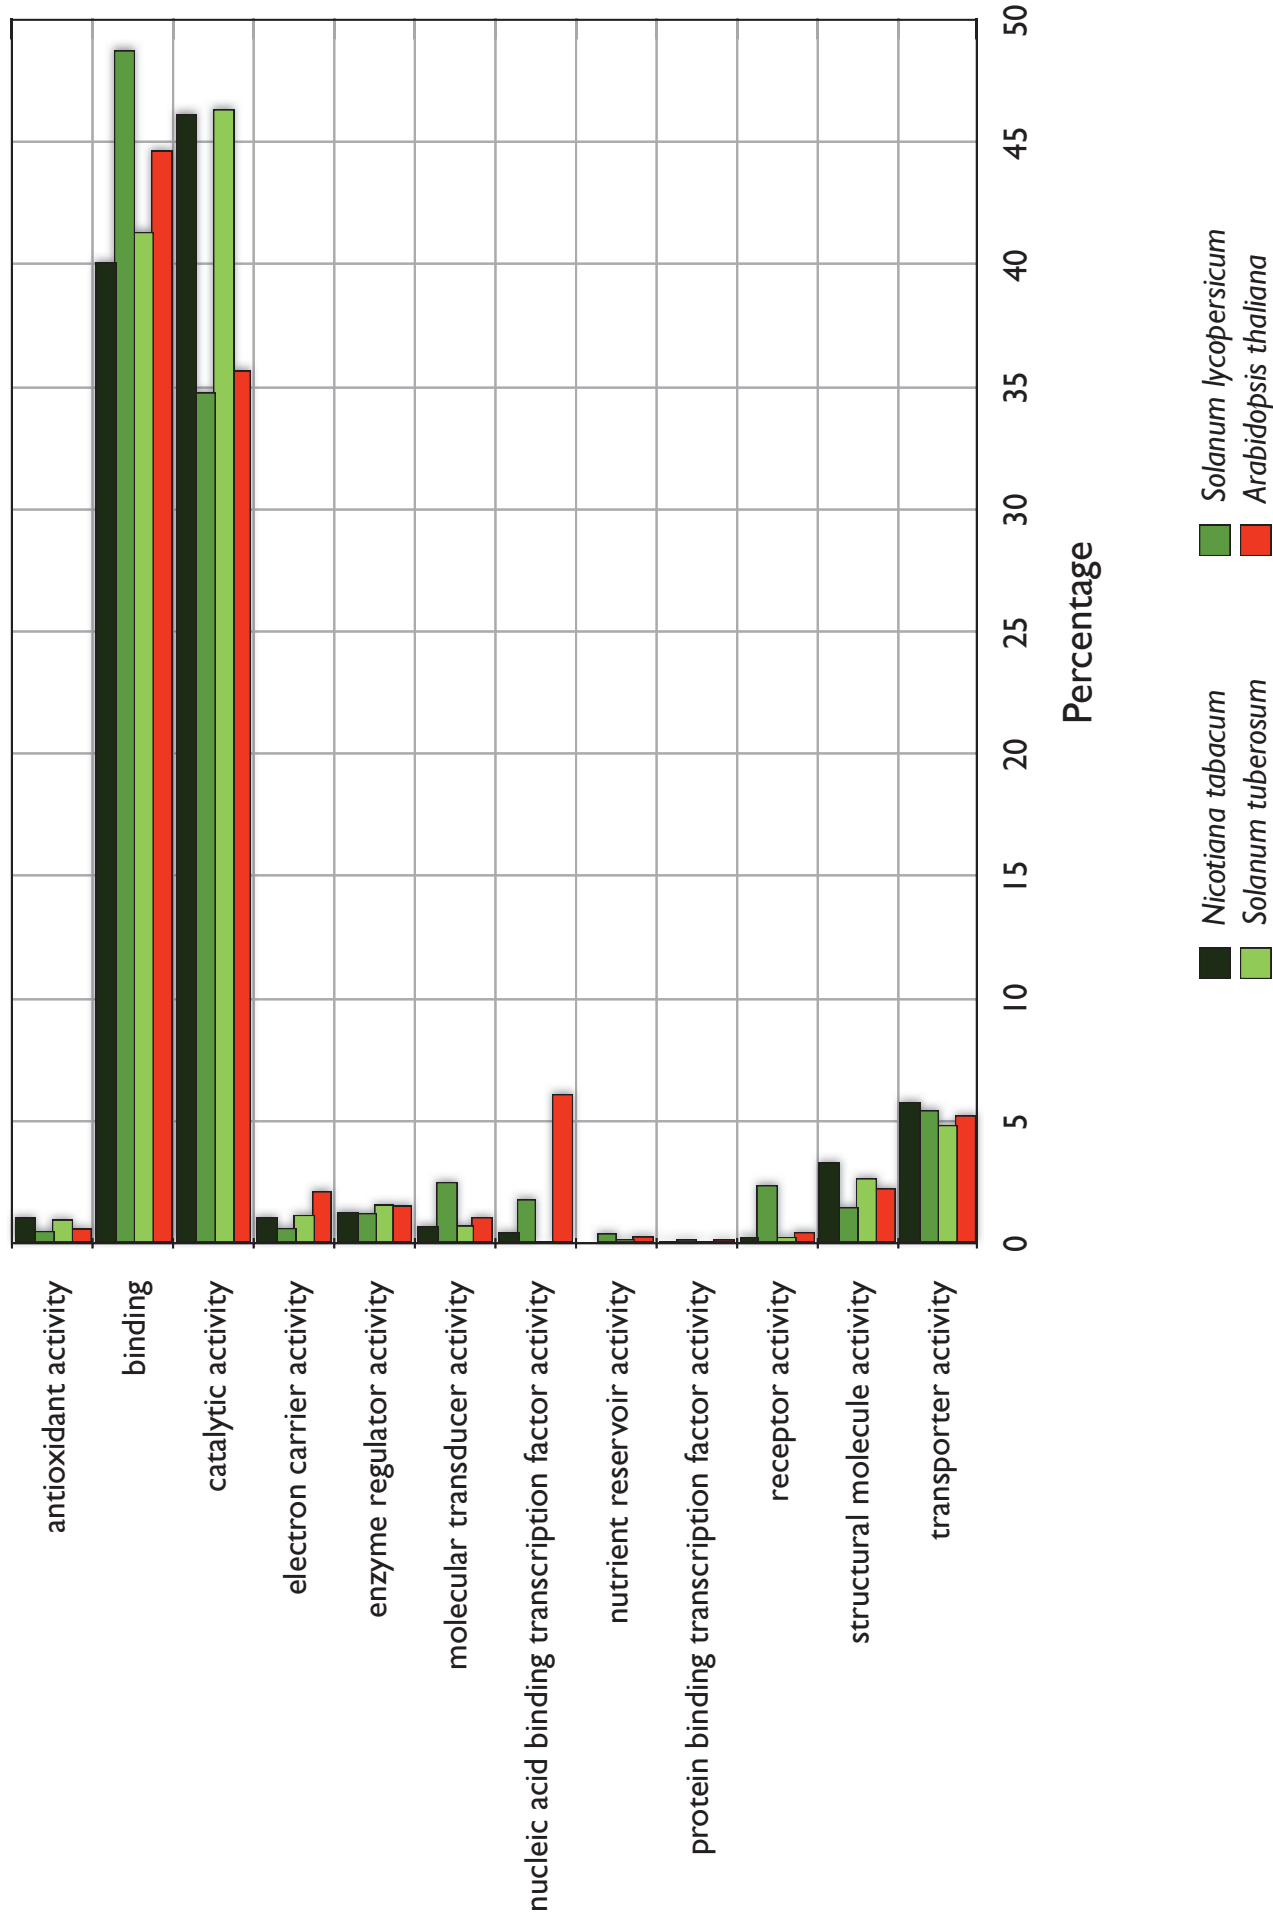

Gene Ontology Terms

Molecular Function: level 2

*Nicotiana tabacum*

*Solanum lycopersicum*

*Solanum tuberosum*

*Arabidopsis thaliana*

The 50 Most common  
InterPro Domains

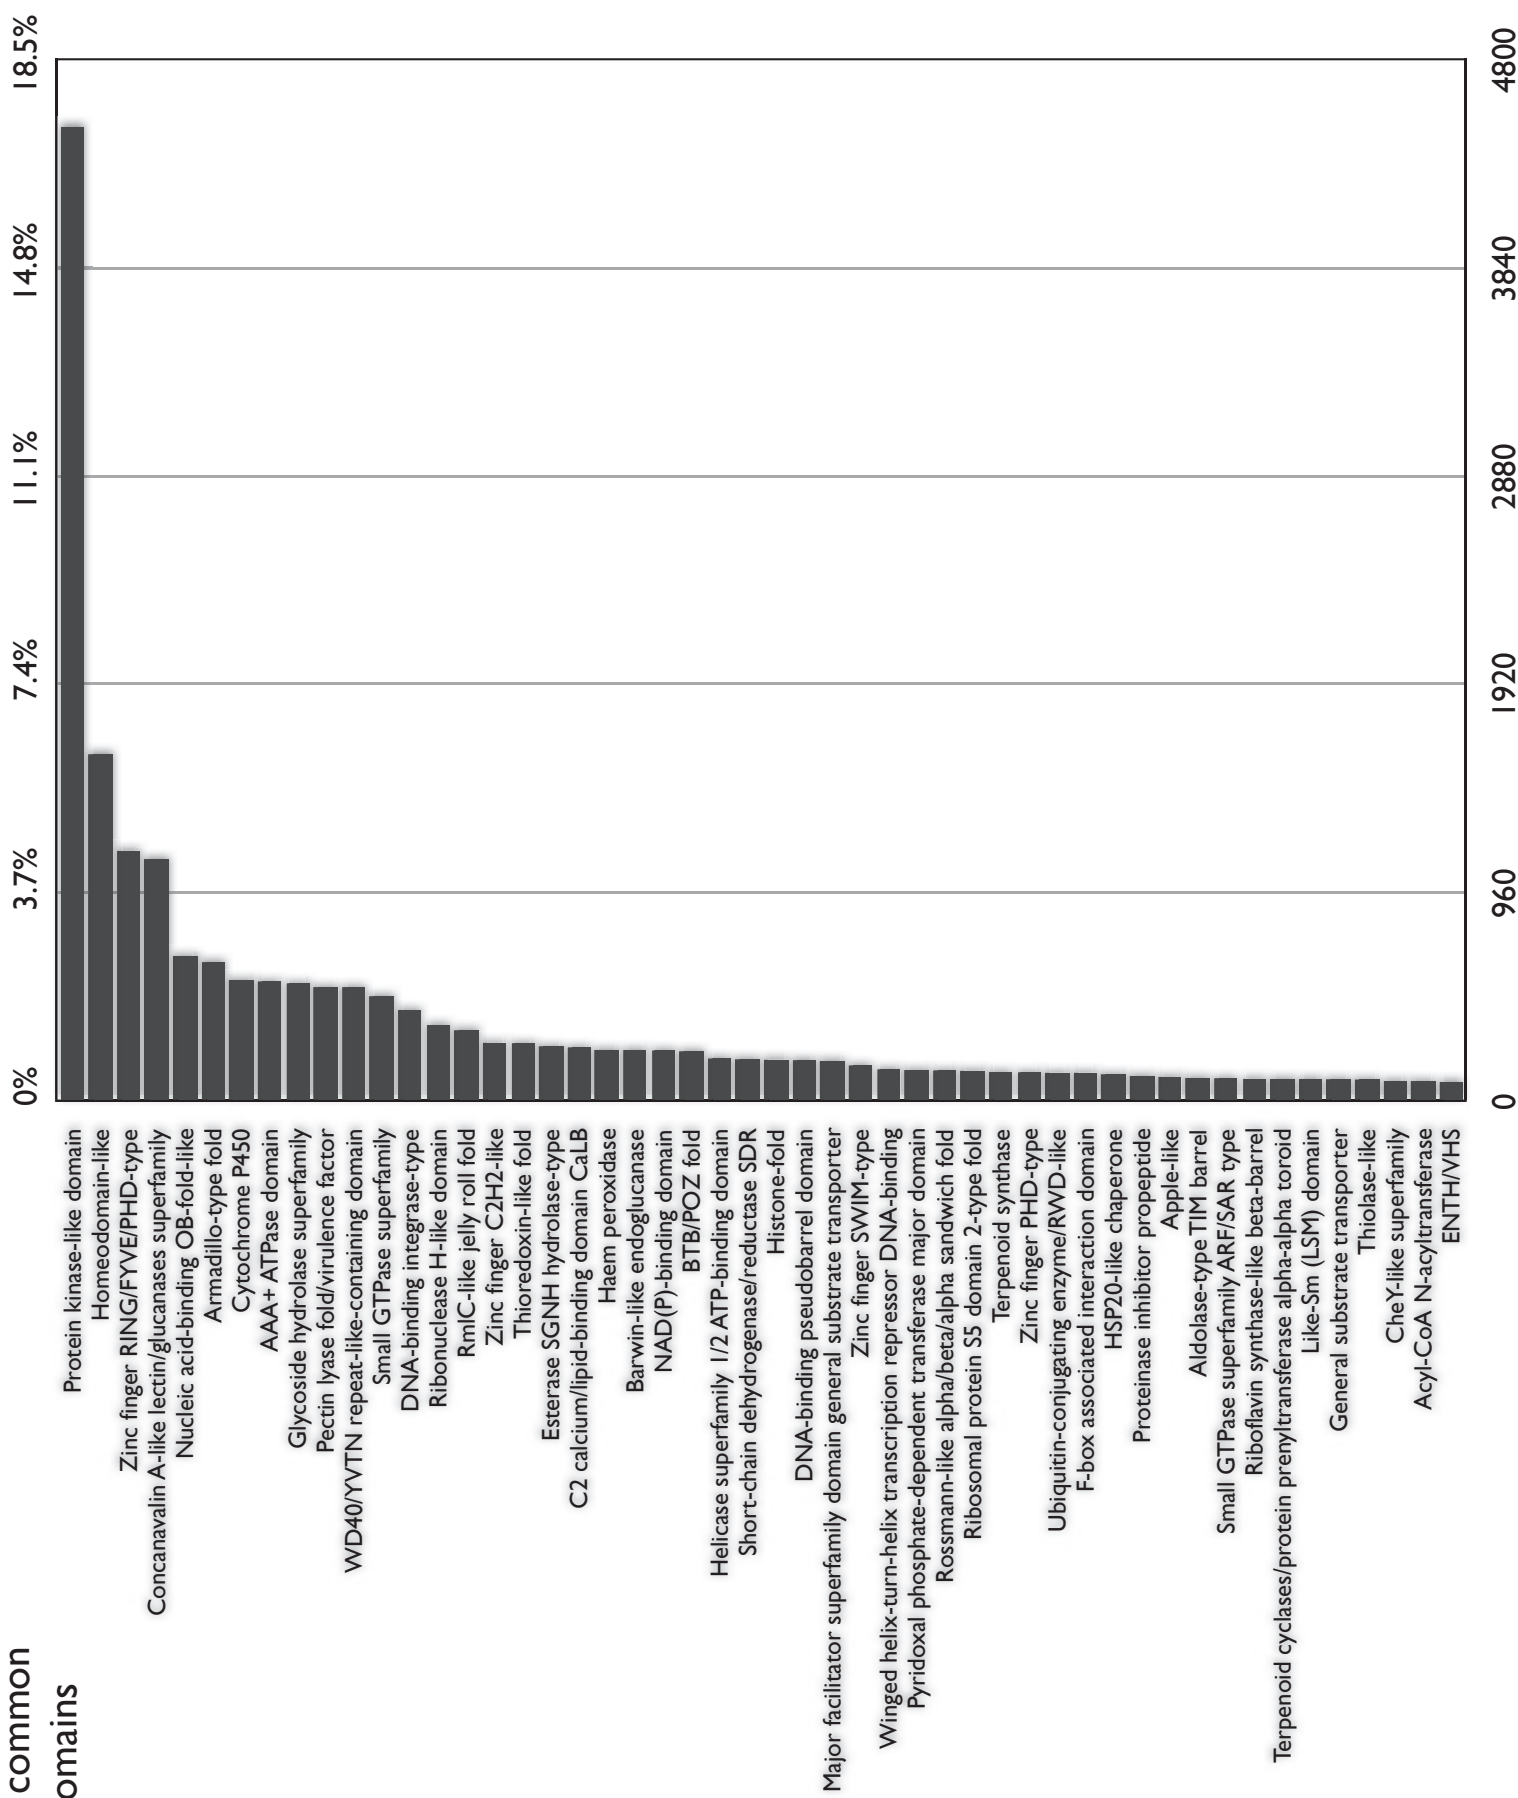

# The 50 Most common InterPro Domains

# 2169 Protein Kinases were found by HMM

Class I - Transmembrane Receptor Kinase and Related non-Transmembrane Kinases

2169 Protein Kinases were found by HMM

Class 2 - ATN1/CTR1/EDR1/GmPK6 like Kinase

Class 3 - Casein Kinase I

Class 5 - Other and Unclassified Protein Kinase

Class 4 - Non-Transmembrane Protein Kinases

## 2169 Protein Kinases were found by HMM (sorted by occurrence)

# 4713 Transcription factor were found by HMM (sorted by occurrence)

# 4713 Transcription factor were found by HMM (alphabetically sorted)

## 3972 Transcription factors

4713 Transcription factor were found by HMM (alphabetically sorted)

## 741 Transcriptional regulators

# Supplementary material for: A reference genome for Nicotiana tabacum enables map-based cloning of homeologous loci implicated in nitrogen utilization efficiency
**Source:** BMC Genomics. 2017 Jun 19;18:448. doi: 10.1186/s12864-017-3791-6
**Supplement:** Supplementary file 5 — Venn diagram showing numbers of tobacco gene models scored as expressed in root, shoot, and shoot apex samples.

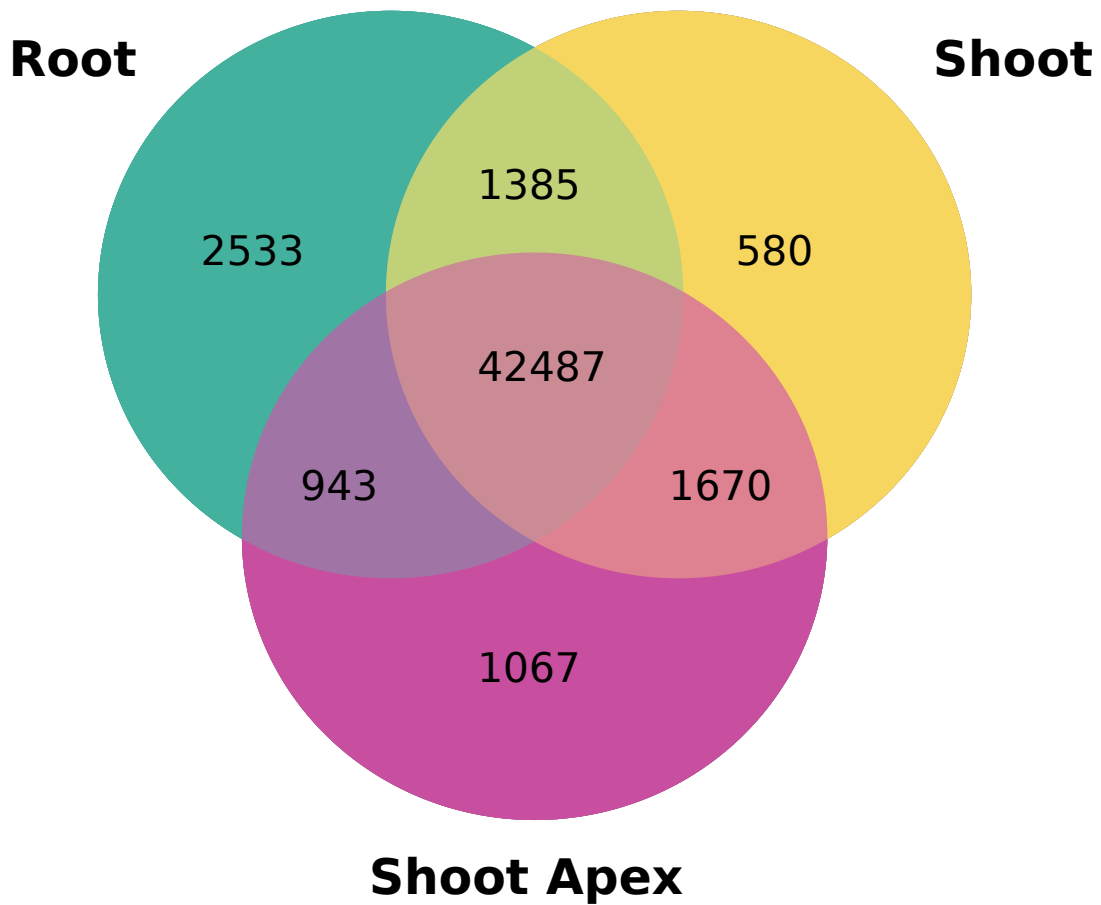

| Sample Name | Tissue    | Time Point | Replicate | Raw Reads | Filtered Reads | % Filtered | Reads Mapped | % Mapped | % Duplication |
|-------------|-----------|------------|-----------|-----------|----------------|------------|--------------|----------|---------------|
| A6140       | Root      | ZT0        | R1        | 43870402  | 43273979       | 98.64      | 17070456     | 39.45    | 41.8          |
| A6141       | Root      | ZT0        | R2        | 32377489  | 31991359       | 98.81      | 11904484     | 37.21    | 45.44         |
| A6142       | Root      | ZT0        | R3        | 40835020  | 40437551       | 99.03      | 15328554     | 37.91    | 44.37         |
| A6149       | Shoot     | ZT0        | R1        | 32327637  | 32093901       | 99.28      | 12418252     | 38.69    | 38.65         |
| A6150       | Shoot     | ZT0        | R2        | 40623084  | 39815155       | 98.01      | 15699541     | 39.43    | 39.82         |
| A6151       | Shoot     | ZT0        | R3        | 35337160  | 34999827       | 99.05      | 12759085     | 36.45    | 42.64         |
| A6158       | ShootApex | ZT0        | R1        | 28165222  | 28018049       | 99.48      | 11384982     | 40.63    | 38.72         |
| A6159       | ShootApex | ZT0        | R2        | 37969866  | 37062211       | 97.61      | 13673051     | 36.89    | 48.05         |
| A6160       | ShootApex | ZT0        | R3        | 33266812  | 33009200       | 99.23      | 13606778     | 41.22    | 44.65         |
| A6167       | Root      | ZT6        | R1        | 39635426  | 38805901       | 97.91      | 5273883      | 13.59    | 74.64         |
| A6168       | Root      | ZT6        | R2        | 34278254  | 33776361       | 98.54      | 8036587      | 23.79    | 59.75         |
| A6169       | Root      | ZT6        | R3        | 33479877  | 33227956       | 99.25      | 13146825     | 39.57    | 42.04         |
| A6176       | Shoot     | ZT6        | R1        | 50166956  | 48156700       | 95.99      | 5458175      | 11.33    | 89.96         |
| A6177       | Shoot     | ZT6        | R2        | 53042894  | 52672970       | 99.30      | 21311841     | 40.46    | 42.23         |
| A6178       | Shoot     | ZT6        | R3        | 30430562  | 30230218       | 99.34      | 12031531     | 39.80    | 41.83         |
| A6185       | ShootApex | ZT6        | R1        | 54461029  | 53989810       | 99.13      | 21537148     | 39.89    | 48.1          |
| A6186       | ShootApex | ZT6        | R2        | 41107412  | 40852094       | 99.38      | 17525739     | 42.90    | 43.33         |
| A6187       | ShootApex | ZT6        | R3        | 36453862  | 36219573       | 99.36      | 14675978     | 40.52    | 43.73         |
| A6194       | Root      | ZT12       | R1        | 54140362  | 53760731       | 99.30      | 21360630     | 39.73    | 41.69         |
| A6195       | Root      | ZT12       | R2        | 40354648  | 39967798       | 99.04      | 15612819     | 39.06    | 36.1          |
| A6196       | Root      | ZT12       | R3        | 30431742  | 30215084       | 99.29      | 12054581     | 39.90    | 41.67         |
| A6203       | Shoot     | ZT12       | R1        | 36055980  | 35790086       | 99.26      | 13673743     | 38.21    | 41.29         |
| A6204       | Shoot     | ZT12       | R2        | 38943340  | 38582281       | 99.07      | 14485476     | 37.54    | 36.57         |
| A6205       | Shoot     | ZT12       | R3        | 32873932  | 32642330       | 99.30      | 13036886     | 39.94    | 34.31         |
| A6212       | ShootApex | ZT12       | R1        | 56610222  | 55350519       | 97.77      | 21162372     | 38.23    | 27.45         |
| A6213       | ShootApex | ZT12       | R2        | 39566661  | 39273575       | 99.26      | 15837289     | 40.33    | 42.8          |
| A6214       | ShootApex | ZT12       | R3        | 57139987  | 56753817       | 99.32      | 22763443     | 40.11    | 47.35         |
| A6221       | Root      | ZT18       | R1        | 34302320  | 33880198       | 98.77      | 12024593     | 35.49    | 41.25         |
| A6222       | Root      | ZT18       | R2        | 38093675  | 24268245       | 63.71      | 855912       | 3.53     | 39.77         |
| A6223       | Root      | ZT18       | R3        | 40797351  | 40494453       | 99.26      | 16284365     | 40.21    | 40.21         |
| A6230       | Shoot     | ZT18       | R1        | 31954364  | 31593165       | 98.87      | 12535413     | 39.68    | 34.9          |
| A6231       | Shoot     | ZT18       | R2        | 43330745  | 41524157       | 95.83      | 4835524      | 11.65    | 80.88         |
| A6232       | Shoot     | ZT18       | R3        | 32557546  | 32261239       | 99.09      | 12686586     | 39.32    | 37.41         |
| A6239       | ShootApex | ZT18       | R1        | 31713996  | 31574094       | 99.56      | 12946068     | 41.00    | 36.55         |
| A6240       | ShootApex | ZT18       | R2        | 29910041  | 29763220       | 99.51      | 12052232     | 40.49    | 39.42         |
| A6241       | ShootApex | ZT18       | R3        | 41946226  | 41534139       | 99.02      | 16046566     | 38.63    | 40.01         |

# Supplementary material for: A reference genome for Nicotiana tabacum enables map-based cloning of homeologous loci implicated in nitrogen utilization efficiency
**Source:** BMC Genomics. 2017 Jun 19;18:448. doi: 10.1186/s12864-017-3791-6
**Supplement:** Supplementary file 8 — Expression pattern of EGY1 genes in tobacco and Arabidopsis.

a

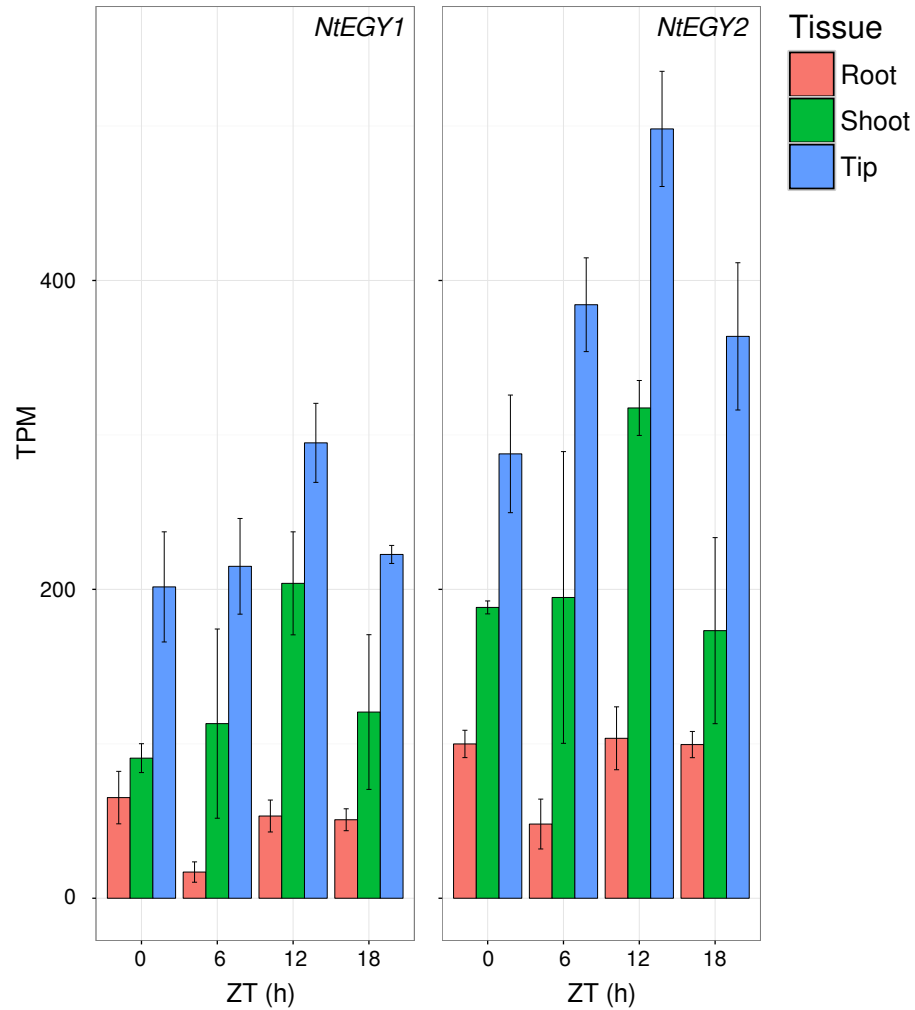

b

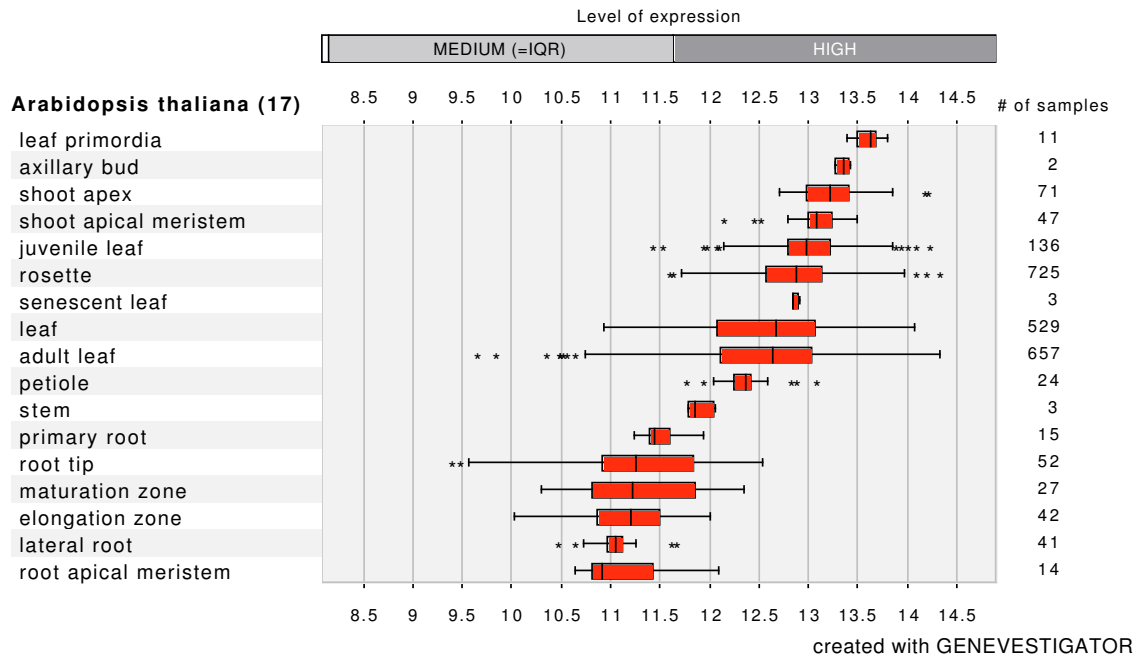

**Supplementary Data 9 - EGY1 gene expression in tobacco and Arabidopsis**

**a.** Expression (TPM) of *NtEGY1* and *NtEGY2* genes in *N. tabacum* (cv. K326) from root (red), shoot (green) and shoot-tip (blue) samples taken at 0, 6, 12, and 18 hours after dawn (ZT).

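By time-point, *NtEGY1* in shoot was 8.46 ± 1.45 TPM at ZT0, 8.76 ± 6.77 at ZT6, 18.6 ± 2.96 at ZT12 and 11.8 ± 6.42 at ZT18 (mean ± SD, n = 3 libraries at each time-point). *NtEGY2* in shoot was 11.7 ± 2.72, 10.5 ± 8.62, 19.4 ± 3.90 and 11.6 ± 4.06 TPM in the same order. At ZT6 and ZT18 the library listed with under 25% of reads mapped was the lowest of its group for both genes. The rise at ZT12 was not past the threshold in the test across the 4 time-points of shoot (adjusted p = 0.0952 for *NtEGY1*, Nitab4.5_0000613g0020.1, and 0.113 for *NtEGY2*, Nitab4.5_0000387g0010.1, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In shoot apex the group means ran from 15.8 to 19.8 TPM for *NtEGY1* and from 16.9 to 21.2 TPM for *NtEGY2*, with adjusted p of 0.878 and 0.917 in the same edgeR test. In root they ran from 2.83 to 5.75 and from 4.97 to 6.18 TPM, with adjusted p of 0.45 and 0.849 in the same edgeR test. Within a library the log2 ratio of *NtEGY2* to *NtEGY1* in TPM averaged 0.25 ± 0.47 (SD, n = 36 libraries; two-sided permutation test with random sign flips within libraries, p = 0.00117), with *NtEGY2* higher in 24 of 36. It was 0.45 in root, higher for *NtEGY2* in 10 of 12 libraries (exact permutation test, two-sided p = 0.0112), 0.21 in shoot, in 8 of 12 (exact permutation test, two-sided p = 0.0527), and 0.09 in shoot apex, in 6 of 12 (exact permutation test, two-sided p = 0.393). The highest log2 ratio, 2.07, was that of root ZT6 replicate 2, in which *NtEGY1* had an expected count of 6.37. The ratio also followed the class of the library by length of the models counted, with 0.62 in the 13 libraries with counts on longer models and 0.04 in the other 23 (two-sided permutation tests, p = 0.000244, the smallest that 13 libraries allow, and p = 0.541). *NtEGY2* was higher in 13 of those 13 and 11 of those 23. On expected counts, which are not divided by model length, the log2 ratio over the 36 libraries was 0.86. The paper reports a gap in the sequence of *NtEGY1*, and the model taken for it has 1059 bases against 1608 for *NtEGY2*. If that model lacks part of the gene, the ratio compares an incomplete model with a longer one. This was not tested, so the ratio need not give the relative expression of the homeologs.

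**Figure D3:**
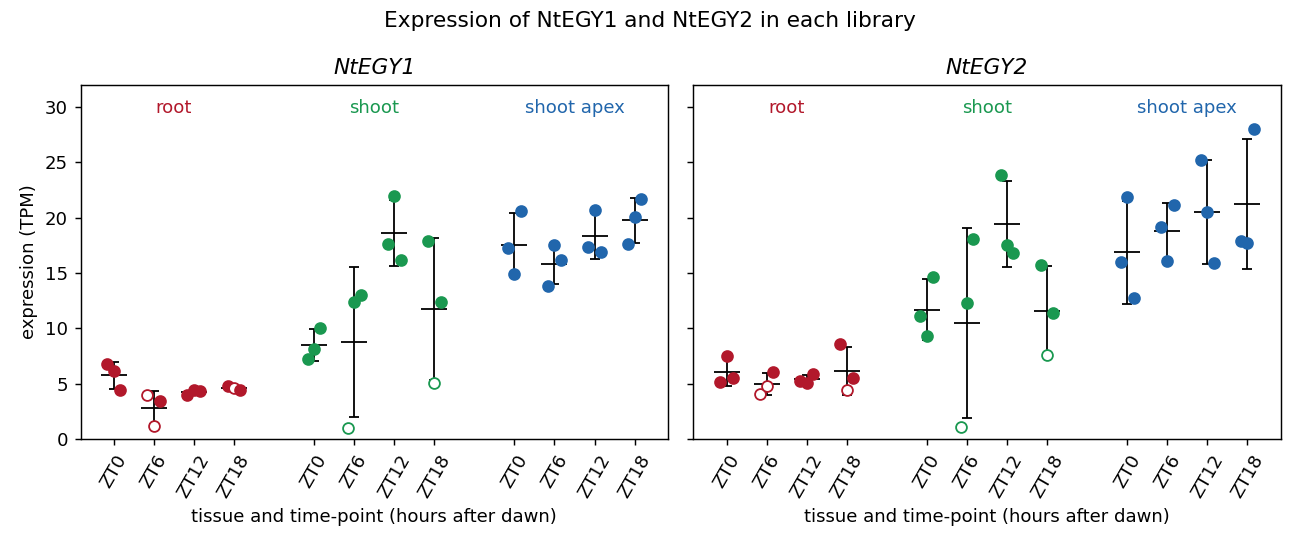
Expression in TPM (vertical axis) of *NtEGY1* (left) and *NtEGY2* (right) in each library by tissue and time-point (horizontal axis), with the mean and SD of the 3 replicates in black and open points for libraries listed with under 25% of reads mapped. Root libraries lie between 1.14 and 6.73 TPM for *NtEGY1* and between 4.10 and 8.61 TPM for *NtEGY2*, and the lowest shoot point of each panel is ZT6 replicate 1.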

**b.** Expression of *AtEGY1* across multiple tissues based on Affymetrix ATH1 microarray data exported from Genevestigator showing higher expression in shoot apices and leaf samples versus root samples.

# Supplementary material for: A reference genome for Nicotiana tabacum enables map-based cloning of homeologous loci implicated in nitrogen utilization efficiency
**Source:** BMC Genomics. 2017 Jun 19;18:448. doi: 10.1186/s12864-017-3791-6
**Supplement:** Supplementary file 9 — Table showing genotypic analysis of tobacco cultivars.

**Supplementary Data 8.** Genotypic survey of tobacco cultivars from different market classes.  
for the *Yb* loci.

| Line            | Market class <sup>1</sup> | Accession<br>Number <sup>2</sup> | TC<br>Number <sup>3</sup> | Stem<br>Color | <i>YB1</i><br>Genotype <sup>4</sup> | <i>YB2</i><br>Genotype <sup>5</sup> |
|-----------------|---------------------------|----------------------------------|---------------------------|---------------|-------------------------------------|-------------------------------------|
| Posey           | Maryland                  | PI 552743                        | 512                       | Green         | <i>YB1</i>                          | <i>YB2</i>                          |
| Catterton       | Maryland                  | PI 551332                        | 494                       | Green         | <i>YB1</i>                          | <i>YB2</i>                          |
| Green Brior     | Burley                    | PI 552645                        | 40                        | Green         | <i>YB1</i>                          | <i>YB2</i>                          |
| Gertz           | Maryland                  | PI 552641                        | 496                       | Green         | <i>YB1</i>                          | <i>YB2</i>                          |
| Sweeney         | Maryland                  | PI 552762                        | 514                       | Green         | <i>YB1</i>                          | <i>YB2</i>                          |
| Moore           | Maryland                  | PI 552703                        | 511                       | Green         | <i>YB1</i>                          | <i>YB2</i>                          |
| Wilson          | Maryland                  | PI 551341                        | 517                       | Green         | <i>YB1</i>                          | <i>yB2</i>                          |
| Md 10           | Maryland                  | PI 551333                        | 498                       | Green         | <i>YB1</i>                          | <i>yB2</i>                          |
| Md 59           | Maryland                  | PI 552451                        | 501                       | Green         | <i>YB1</i>                          | <i>yB2</i>                          |
| Md 64           | Maryland                  | PI 551334                        | 502                       | Green         | <i>YB1</i>                          | <i>yB2</i>                          |
| Md 609          | Maryland                  | PI 552452                        | 505                       | Green         | <i>YB1</i>                          | <i>yB2</i>                          |
| Barnett Special | Burley                    | PI 552589                        | 1                         | White         | <i>yB1</i>                          | <i>yB2</i>                          |
| Judy's Pride    | Burley                    | PI 552483                        | 49                        | White         | <i>yB1</i>                          | <i>yB2</i>                          |
| Kelly Brownleaf | Burley                    | PI 552670                        | 50                        | White         | <i>yB1</i>                          | <i>yB2</i>                          |
| Kelly Burley    | Burley                    | PI 552671                        | 51                        | White         | <i>yB1</i>                          | <i>yB2</i>                          |
| Burley 1        | Burley                    | PI 552360                        | 3                         | White         | <i>yB1</i>                          | <i>yB2</i>                          |
| Burley 2        | Burley                    | PI 552361                        | 4                         | White         | <i>yB1</i>                          | <i>yB2</i>                          |
| Burley 11A      | Burley                    | PI 552362                        | 5                         | White         | <i>yB1</i>                          | <i>yB2</i>                          |
| Burley 21       | Burley                    | PI 552363                        | 7                         | White         | <i>yB1</i>                          | <i>yB2</i>                          |
| Ky 1            | Burley                    | PI 552673                        | 52                        | White         | <i>yB1</i>                          | <i>yB2</i>                          |
| Ky 5            | Burley                    | PI 551278                        | 53                        | White         | <i>yB1</i>                          | <i>yB2</i>                          |
| Ky 9            | Burley                    | PI 552365                        | 54                        | White         | <i>yB1</i>                          | <i>yB2</i>                          |
| Ky 14           | Burley                    | PI 552477                        | 57                        | White         | <i>yB1</i>                          | <i>yB2</i>                          |
| Ky 16           | Burley                    | PI 552366                        | 59                        | White         | <i>yB1</i>                          | <i>yB2</i>                          |

<sup>1</sup> According to USDA GRIN database

<sup>2</sup> USDA GRIN database

<sup>3</sup> 'TC' indicates Tobacco Cultivar in the United States *Nicotiana* Germplasm Collection.

<sup>4</sup> Determined by testing for for 1 bp insertion discovered in burley tobacco cultivar TN 90.

<sup>5</sup> Determined by testing for for 8 bp deletion mutation discovered in burley tobacco cultivar TN 90.

How the deposited data were processed for this re-analysis (not part of the article)

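RNA from root, shoot and shoot apex of tobacco cv. K326 was sequenced by the authors at 4 time-points with 3 replicates, 36 libraries in all. Reads were single and 100 bases long. The authors trimmed the reads, mapped them to the 69500 predicted gene models of assembly Nitab4.5 and estimated expression with RSEM v1.2.7. They deposited expected counts, which are estimated counts without normalization, and TPM, which is scaled within each library by model length and depth. The effective length in the authors' files equals the full length of each gene model, so it was used as the length. The deposited table of the whole series is named for TPM but holds expected counts, equal to those of the single libraries, and the plan of the alternatives had assumed TPM there. It was used as deposited for the alternative that names it. All 36 of its columns matched a library and 0 columns were left unused.

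Groups were taken from the sample labels and the paper, which name tissue, time-point and replicate in the same way. A gene model was called expressed in a tissue as in the paper's methods, from TPM of at least 1 in each of 3 replicates of at least 1 time-point. For tests, expected counts were rounded to whole numbers, gene models were filtered by filterByExpr with its default settings (minimum count 10, minimum total count 15), which kept 44594, and counts were normalised by TMM and fitted by edgeR 4.0.16 (glmQLFit and glmQLFTest) with 12 groups and no replicate block. Tissues were compared as contrasts averaged over the 4 time-points, and time-points within a tissue by a test with 3 degrees of freedom. Whether time-point differences differ between tissues was tested with 6 degrees of freedom, a test added after the data had been seen. Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05. The form of glmQLFit that does not estimate dispersions first was chosen for its running time after both forms had been tried on the comparison of shoot with root, and the earlier form is among the alternatives. Alternatives used DESeq2 1.42.0 and limma 3.58.1 in R 4.3.3, and tables and permutation tests were made in Python 3.11.15 with NumPy 2.4.6 and pandas 2.3.3. Permutations of log2 TPM within time-points were enumerated in full, and sign flips were enumerated within tissues and drawn 100000 times over all libraries.

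*NtEGY1* and *NtEGY2* were the genes to be named, as the genes the paper names. Their gene models were to be found from mean TPM, which matched 0 gene models within 10% of the bars of Additional file 8, and were found from mean expected counts instead, a choice made after the values had been seen. Of the gene models in the files, 0 are listed in the RefSeq gene table of the species, so no symbols were added. No other gene models are named.

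The edgeR fit was tested on simulated data, with counts for 44594 gene models drawn at the real library sizes and 200 gene models changed by a log2 fold change of 2 in size. It recovered 98.5% of the 200, with 14 unchanged gene models called. In the same data 0 gene models were called between time-points in root and 0 between shoot apex and root, where nothing had been changed. These values describe the simulated counts only. In the real libraries, permuted labels gave at most 43 gene models between time-points in root, with a median of 1. Between shoot apex and root they gave at most 9735, with a median of 0. The simulation therefore does not show how many false calls or missed changes to expect in the real libraries. Recovery was taken over the 200 together, so it does not speak for weakly expressed gene models.

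Depth was between 4125090 and 21265992 expected counts per library. Libraries with under 25% of reads mapped in Additional file 5 were kept in the main values and left out in an alternative, among them root ZT18 replicate 2, whose deposited total is not low. The replicates of each group were compared, and 0 pairs of libraries held identical counts. Tests were two-sided throughout. The classes of libraries by length of the models counted were defined from the data, by the widest gap in that measure, and are not conditions; 2 libraries, shoot ZT6 replicate 1 and shoot ZT18 replicate 2, lie far above the rest and were placed with the class of shorter models. Alternatives covered the TPM threshold, the number of replicates and time-points asked for, a minimum count, thinning, the normalisation and test, the filter, the replicate block, the libraries in the fit and each replicate left out. For each result of a fit over all gene models, 40 splits of the libraries were fitted, the real one included. The ancestral origin of single gene models was not used here.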

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

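The paper's text reports no test between time-points. Of the tests in this part, the counts within each tissue with a term for the length class of the library, the splits in root and the splits for shared gene models were chosen after the result was seen. The count in shoot without libraries listed with few mapped reads was chosen beforehand as another way to process the data, and was read as a test of poor mapping once the result was known.

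In shoot, 3578 of 44594 gene models differed between the 4 time-points, in shoot apex 2404 and in root 87 (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These are signals in time-points that the paper does not discuss beyond *NtEGY1* and *NtEGY2*, which is why they are listed. With time-point labels permuted among the libraries of a tissue, 1 of 40 splits, the real one, gave as many gene models in shoot and 1 of 40 in root, where the other splits gave at most 1754 and 43. In shoot apex 2 of 40 splits did, and the other split gave 3344, so the count in shoot apex taken alone does not set aside a chance arrangement of its libraries at 0.05. The gene models shared with shoot do so for their part of the count.

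A difference in library class between time-points does not account for these counts, since with the class in the model they were 5632 in shoot, 3424 in shoot apex and 111 in root. Libraries with few reads mapped do not account for the count in shoot either, as 2702 gene models were called without them. In root this cannot be told apart. Of the 87 gene models 66 were highest at ZT6, where 2 of the 3 libraries are listed with few mapped reads, and 12 gene models differed between ZT0, ZT12 and ZT18 alone (1498 at an unadjusted p under 0.05), a test over fewer libraries. A change at ZT6 and a fault of its libraries would both give this. The count in root was 12 without replicate 1 of every group and 0 without replicate 2 or 3 of every group (1339 and 3114 at an unadjusted p under 0.05). Each of these fits has fewer libraries, and no library was left out alone. A biological change with time of day or with light stays among the open explanations in all 3 tissues and was not tested apart from the labels.

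The gene models called in shoot and shoot apex overlapped. The same 1420 gene models were called in both, where independent calls would share about 193, and 1089 of them had their highest mean TPM at the same time-point in both tissues. No libraries are shared between these tissues. With time-point labels permuted among the shoot apex libraries, 1 of 40 splits, the real one, gave as many gene models shared with the same highest time-point, and the other splits gave at most 84. The split with 3344 gene models shared 236 with shoot, 12 of them with the same highest time-point. The most shared in another split was 589, with 844 gene models called, and 27 of the 589 had the same highest time-point. Sharing can therefore exceed the value for independent calls without the real time-points, though 589 is below the 1420 of the real split. In shoot 1452 of the called gene models were highest at ZT12, and in shoot apex 947 were highest at ZT0. Of the gene models called in root, 43 were also called in shoot, against 6.98 for independent calls, and 19 of these had the same highest time-point. With shoot apex, in which no library is listed with few mapped reads, 36 were shared, against 4.69, and 18 of these had the same highest time-point. No splits were drawn for the overlaps of root. Since permuted labels in shoot apex also gave sharing above that of independent calls, the 43 and 36 cannot be set apart from chance labels.

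For 879 gene models the differences between time-points differed between the 3 tissues (adjusted p under 0.05, edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment), which is a difference between groups and so is listed. In tests of pairs of tissues it was 899 for root and shoot and 723 for root and shoot apex, but 29 for shoot and shoot apex (2324 at an unadjusted p under 0.05); splits were not drawn for the pairs. Of 40 splits with time-point labels permuted within each tissue, 2 gave as many, and the other gave 3268. That split followed the length class of the libraries more than any other drawn, with a share of 0.602 of the class variance against 0.157 for the real time-points, but it is a single split and whether the class made its count was not tested. With the class in the model the real count rose to 1676, so the class is not the whole of it, but a chance arrangement is not excluded at this number of splits, and the splits were not refitted with the class. Leaving out each replicate in turn gave from 83 to 190.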

How the results depend on the processing

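The alternatives were set before the data were examined, except for the term for the length class, the earlier form of the quasi-likelihood fit, every time-point with shoot ZT6 replicate 1 left out, and all alternatives to the test of time-points between tissues, which were chosen after seeing the data. Across 360 values under an alternative, 318 stayed within the limits set, 42 moved by more than 1.5 times and 0 reversed. A count could not reverse, so the 0 speaks only for the fold changes and the ratio of the 2 genes. For those the limits were the sign and the side of the threshold, whatever the change in size.

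All 81 alternatives to the fold changes of *NtEGY1* and *NtEGY2* between tissues kept their direction and stayed past the threshold. Between shoot and root they ran from 1.11 to 1.88 for *NtEGY1* (adjusted p at most 0.000977) and from 0.94 to 1.60 for *NtEGY2* (adjusted p at most 0.00497), over edgeR, DESeq2 and limma. Between shoot apex and shoot the highest adjusted p was 0.0308 and 0.0399. Expected counts of *NtEGY1* fall under 10 in some libraries, so a filter on 10 in every library gave it no value. The log2 ratio of *NtEGY2* to *NtEGY1* kept its sign and stayed past the threshold in its alternatives, but was 0.86 on expected counts against 0.25 on TPM.

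The number of gene models expressed in at least 1 tissue ran from 32685 to 50665 and stayed within 1.5 times of 42943. The number in all 3 tissues ran from 17944 to 42487, and moved with TPM of at least 5 (19909), which by construction asks for more, and with every time-point required (17944). The latter rests on shoot ZT6 replicate 1, without which it was 26604. Among the counts by tissue and overlap, 9 other values moved. With every time-point required 189 were found in shoot alone and 3025 in shoot apex alone. Shoot alone exceeded shoot apex alone, against the order of the main counts, without the libraries listed with under 25% of reads mapped (828 and 621), with the mean of the replicates at TPM of 1 (821 and 770) and without replicate 1 (833 and 831). The first of these settings asks for fewer replicates in root and shoot only, so by construction it can only lower the number in shoot apex alone.

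A log2 fold change of at least 1 lowered the counts between tissues to 15365 for shoot against root, 18740 for shoot apex against root and 13190 for shoot apex against shoot. A filter on an expected count of 10 in every library, which tests fewer gene models, gave 9471, 11738 and 10594, and 7, 1730 and 1377 for time-points in root, shoot and shoot apex, and 528 for time-points between tissues. The counts of single-tissue gene models also higher in that tissue stayed within 1.5 times under their alternatives. Of their splits with tissue labels permuted within time-points, 1 of 40 gave as many for root, 1 of 40 for shoot and 2 of 40 for shoot apex, where the other split gave 1818 against 696 and followed the length class no more than the real tissues did (a share of 0.0468 in both). With the labels of shoot and shoot apex exchanged, that split would give 1818 for shoot against 400, so the count of shoot is not set apart from chance either. For each of the 3 comparisons of tissues 1 of 40 splits, the real one, gave as many gene models.

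The counts across time-points also moved with the processing. With DESeq2 they were 359 in root and 3789 in shoot apex. With only the libraries of the tissue in the fit they were 9 in root, 1833 in shoot and 1408 in shoot apex, and the earlier form of the fit gave 56 in root; the cause was not tested. With the length class in the model they were 5632 in shoot and 1676 between tissues. Leaving out 1 replicate of each group, which leaves fewer libraries, gave from 0 to 12 gene models in root, from 1315 to 2007 in shoot, from 779 to 1168 in shoot apex and from 83 to 190 between tissues. For time-points in root without the libraries listed with under 25% of reads mapped no value was taken, since ZT6 would rest on 1 library. The fit without these libraries was made for time-points in shoot and shoot apex, so leaving root out was a choice.

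With the replicate number as a block, time-points in root gave 51 gene models, and no other count or call changed by more than the limits. Replicate numbers do not pair the libraries throughout: deviations from the group means correlated between same-numbered libraries of a time-point from -0.724 to 0.723, with a median of 0.143, and 19 of 36 pairs were over 0.1. Between shoot and shoot apex they were 0.182, 0.695 and 0.33 at ZT6 and 0.723, 0.511 and 0.5 at ZT12. At ZT0 and ZT18 these tissues ran from -0.639 to 0.471. Pairing of shoot with shoot apex at ZT6 and ZT12 is therefore not excluded.

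Depth moved the number expressed in at least 1 tissue little, to 42887 after thinning to the smallest library. Its effect on the counts from edgeR was not tested.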

Differences from the paper's values

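For root ZT18 replicate 2 the paper's Additional file 5 lists 855912 reads mapped to gene models, and the deposited expected counts sum to 13332241. No alternative set before the data were examined bears on this total. In the other 35 libraries the total was 0.813 to 0.941 of the paper's number of mapped reads.

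The numbers of expressed gene models lay within 1.5 times of the paper's. The paper gives 50665 in at least 1 tissue and 42487 in all 3 tissues, against 42943 and 32628 with TPM of at least 1. One alternative set before the data were examined reached the paper's values, namely the table of the whole series in place of the TPM of each library, with 50665 and 42487, and that table holds expected counts. With it the regions of the Venn diagram in Additional file 5 were also met as far as they were read by eye. They are about 2500 in root alone, about 580 in shoot alone, about 1100 in shoot apex alone, about 1400 in root and shoot, about 940 in root and shoot apex and about 1700 in shoot and shoot apex in the paper's diagram, and 2533, 580, 1067, 1385, 943 and 1670 on the expected counts. On TPM they were 3410, 656, 993, 1691, 1194 and 2371.

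The bars of Additional file 8 are labelled TPM, and the gene models taken for *NtEGY1* and *NtEGY2* match them on the scale of expected counts. The bar of *NtEGY2* in shoot apex at ZT12 is about 500 in the paper's Additional file 8, read by eye, against a mean expected count of 498 and a mean TPM of 20.5. That of *NtEGY1* in root at ZT0 is about 65, against a mean expected count of 65.2 and a mean TPM of 5.75. Because the gene models were chosen by this match, made after seeing the values, it is not an independent check of the bars. TPM of the *NtEGY1* model ran from 0.95 to 21.9 over all libraries.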

Other observations

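The tests in this part on the unit of the paper's values, on library size and on tissue as the source of the library classes were chosen after the values were seen.

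A candidate explanation for the lower number of expressed gene models found here is a threshold of 1 applied to expected counts. With that threshold 50665 gene models were expressed in at least 1 tissue. Of 8 values of the paper, 8 were reached on expected counts, 2 of them from the text and the others to the 2 digits read from the diagram. With the main TPM setting 0 were reached. After thinning, the 1142 gene models in shoot apex alone also round to the 1100 of the diagram. The gene models that passed on expected counts alone had a median length of 822 bases against 1135 for those that passed on both. No biological explanation was tested.

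Likewise, that the bars hold expected counts is a candidate explanation for Additional file 8, where no gene model follows the bars on TPM. On the scale of expected counts 1 gene model followed them for each of 2 genes, with the next closest at 25.3% or more, and on TPM the closest gene model of any was 48.3% away for *NtEGY2* and 49.9% for *NtEGY1*. On expected counts a difference between groups also carries differences in depth. No biological explanation was tested.

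For root ZT18 replicate 2, Additional file 5 lists 63.71% of reads left after filtering and 3.53% mapped. The total expected count per raw read was 0.35, between the 0.327 and 0.401 of the 31 libraries with at least 25% of reads mapped. No explanation of the listed values was tested.

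Libraries differ in the length of the gene models they count, in a way that the labels do not name. The split into 13 and 23 libraries rests on a gap that is not much wider than the next. In the deviations from group means, the second component (33.8% of their variance) is below 0 in 11 of the 13 libraries and above 0 in 19 of the 21 others under 1. Library size does not account for the classes, as the library with counts on longer models had the higher total in 9 of the 20 pairs of libraries that differ in class within a group. Nor do a few abundant gene models, as 36 of 36 kept it without their 10 highest gene models. Tissue and time-point do not either, since 10 of 12 groups hold both. A difference in RNA fragmentation or in library preparation may lie behind it and was not tested, as neither is recorded in the labels.

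The class of the library may act on comparisons between gene models of different length. The log2 ratio of *NtEGY2* to *NtEGY1* was higher in the libraries of the longer models in 10 of the 10 groups that hold both classes, by 0.56 ± 0.35 (SD over groups). Other gene models within 10% of these 2 lengths, 6012 near that of *NtEGY1* and 5242 near that of *NtEGY2*, shifted apart by 0.39 in the same direction, which is consistent with a length bias, and 37% of random pairs of such gene models shifted by more than the ratio did. A difference in expression of the 2 homeologs, which TPM gives as 0.62 in one class and 0.04 in the other, is therefore not settled by these libraries. The paper also reports a gap in the sequence of *NtEGY1*, so its shorter model may be incomplete. What such a gap does to the ratio or to its shift between classes was not tested.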
